# Identification of Known and Novel microRNAs and Their Targets in Peach (*Prunus persica*) Fruit by High-Throughput Sequencing

**DOI:** 10.1371/journal.pone.0159253

**Published:** 2016-07-28

**Authors:** Chunhua Zhang, Binbin Zhang, Ruijuan Ma, Mingliang Yu, Shaolei Guo, Lei Guo, Nicholas Kibet Korir

## Abstract

MicroRNAs (miRNAs) are a group of non-coding RNAs that have functions in post-transcriptional gene regulation in plants. Although the most important economic component of peach trees (*Prunus persica*) is the fruit, not much is known about miRNAs in this organ. In this study, miRNAs and their targets were identified and characterized from libraries of small RNAs of peach fruit through Solexa based-sequencing and bioinformatics approaches. A total of 557 known peach miRNAs belonging to 34 miRNA families were identified, and some of these miRNAs were found to be highly conserved in at least four other plant species. Using the most current criteria for miRNA annotation, 275 putative novel miRNAs were predicted, and the sequencing frequencies of these novel miRNAs were less than those of the conserved miRNAs. In total, 3959 and 1614 target genes for 349 known and 193 novel miRNAs, respectively, were predicted with the criteria that a single target gene can be targeted by different miRNAs and that a single miRNA can also have a large number of target genes. Three targets were even found to be targeted by 13 novel miRNAs that contained the same complete miRNA sequence at different locations and had different scaffolds. The proteins predicted to be targeted by the miRNAs identified in this study encompass a wide range of transcription factors and are involved in many biological processes and pathways, including development, metabolism, stress responses and signal transduction. A total of 115 and 101 target genes were identified to be cleaved by 60 known miRNAs and 27 novel miRNAs through degradome sequencing, respectively. These miRNAs induce cleavage of their targets precisely at the position between nucleotides 10 and 11 of the miRNA sequences from the 5’ to the 3’ end. Thirty conserved miRNAs and 19 novel miRNAs exhibited differential expression profiles in the peach, and the expression patterns of some miRNAs appeared to be tissue- or developmental stage-specific. The findings of this study provide an important basis for the analysis of miRNAs, their targets and the functions of these targets in peach fruit.

## Introduction

MicroRNAs (miRNAs) are small non-coding RNA gene products often composed of approximately 22 nucleotides (nt). miRNAs are cleaved from 70- to 100-nt hairpin-shaped precursors (pre-miRNA) and are initially transcribed as slightly longer RNAs containing imperfect hairpins. From these initial RNAs, mature miRNAs are excised from the double-stranded region of the hairpin by Dicer-like enzymes [1–4]. Each mature miRNA is initially excised as a duplex comprising two ~22-nt RNAs: one of these is the mature miRNA, and the other, which is derived from the opposite arm of the hairpin, is known as the miRNA* [5–7]. The miRNA from this miRNA-miRNA* duplex is specifically loaded into the RNA-induced silencing complex, where it guides the post-transcriptional repression of its target mRNAs. In contrast, the miRNA* is postulated to undergo degradation [8–10].

miRNAs regulate their target mRNAs either by cleaving their target mRNAs within their binding regions or by repressing the successful translation of their target mRNAs [11,12]. Although their exact biological mechanism is not completely clear, miRNAs are found in various organisms and epigenetically function as negative regulators of gene expression [13,14]. Plant miRNAs exhibit a high degree of complementarity to their target genes with only 0- to 4-nt mismatches [1] and play critical roles in the regulation and control of gene expression [15] in various processes, including tissue morphogenesis [16], embryonic organ formation and separation [16], floral development [17], and stress responses [5,18]. Since 2002, when the first plant miRNA was discovered [19], a large number of miRNAs have been identified both experimentally and/or computationally in a variety of plant species, including beans [20], peanut [21], maize [8] and grapevine [6].

Peach fruit [*Prunus persica* (L.) Batsch] is a delicious and nutritious deciduous fruit crop grown widely in temperate regions of the world. The top five peach-producing countries are China, Italy, Spain, USA and Greece [20]. Since the peach genome was sequenced and its gene annotation was made publicly available on the Genome Database for Rosaceae (GDR), several reports on the identification of miRNAs in the peach leaf, winter buds, root, stems, and flower buds by high-throughput sequencing have been published [22–25], but there remains a dearth of comprehensive data on the characterization of miRNAs and their target genes in peach fruit. This gap exists despite the peach fruit being the most complex component with important economic value in peach trees. The aim of this study was to perform a comprehensive analysis of miRNAs from the fruit tissue using high-throughput sequencing combined with bioinformatics analysis and molecular experiments. The study found a total of 557 known and 275 novel miRNAs from the peach fruit small RNA (sRNA) library. We further predicted 3959 targets for 349 of the 557 known miRNAs and 1614 targets for 193 of the 275 novel miRNAs. A Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis revealed that most of the identified target genes are involved in a large range of biological processes and function in various activities in addition to encoding numerous transcription factors. The quantitative reverse transcription-polymerase chain reaction (qRT-PCR) results indicated that a number of known miRNAs are widely expressed in the fruit and most phloem tissues of peach trees. The findings from this study add to our understanding of miRNAs in peach fruit through the identification of more miRNAs and their potential target genes. In particular, these data strengthen the foundation needed for the study of miRNAs and their functions in peach fruit and even in other species of Rosaceae.

## Materials and Methods

### Plant materials

Samples of the leaves, fruits and phloem were collected from six-year-old ‘Troubadour’ peach trees at five different stages of development grown under standard field conditions at the National Peach Germplasm Repository in Nanjing, China. The fifth leaf from the apex, the fruits, and the phloem on the same one-year-old fruiting shoot were sampled from the outer southern canopies of trees 35, 55, 75, 90, and 105 days after full bloom (DAFB). Nine ‘Troubadour’ trees were divided evenly into three plots. On each sampling date, one fruiting shoot was selected from each tree. Tissues of the same type from each plot were mixed together, and the resulting mixture was considered one replicate corresponding to a tissue sample from one of the three plots. All of the samples were immediately frozen in liquid nitrogen and stored at -80°C.

We confirm that this study did not involve any endangered or protected species. No specific permissions were required for the collection of peach materials from the National Peach Germplasm Repository in Nanjing, China, because our research team at the Institute of Horticulture constructed this National Peach Germplasm Repository in Nanjing, China, and we are responsible for the management of these peach trees.

### Total RNA extraction, construction of sRNA library and Solexa sequencing

The total RNA from the fruit samples was extracted using the Trizol reagent according to the manufacturer’s instructions and subsequently treated with DNase I (Takara Biotechnology Co., Ltd, Dalian, China) to remove contamination by genomic DNA. Equal amounts of total RNA from peach fruits at each of the different growing stages were then mixed and deep sequenced. The construction of the fruit sRNA library, cluster generation and high-throughput sequencing were performed by the Beijing Genomics Institute (BGI, Shenzhen, China) using the Illumina Solexa platform. sRNA fractions that were 18 to 30 nt in length were first purified from the low-molecular-weight RNA by excision from 15% denaturing polyacrylamide gels and then ligated to 3’ and 5’ adaptors using T4 RNA ligase according to the manufacturer’s instructions. The sRNAs ligated with 3’ and 5’ adaptors were purified and reverse transcribed to cDNA with the reverse transcription primers for 17 cycles according to the recommended protocol. The PCR products were then further purified and subjected to sequencing using the Illumina Genome Analyzer. The image files obtained from the analyzer were then evaluated and used to establish a large repertoire of digital data suitable for bioinformatics analysis.

### Identification of known and novel miRNAs in peach fruit

To identify known and novel miRNAs in peach fruit, low-quality sRNA reads were first filtered from the raw sequences obtained from the sequencing results. Several types of impurities, including sRNAs containing 3’ adaptor null reads, insert null reads, and 5’ adaptor contaminants, were removed from the remaining high-quality sRNA reads. The length distribution of the clean sRNAs was then summarized, and reads smaller than 18 nt or having Poly(A) tails were deleted. The remaining clean sRNA reads were aligned to repeat-associated RNAs as well as exons and introns of mRNA in GenBank (ftp://ftp.ncbi.nlm.nih.gov/genbank/) and Rfam (10.1) (http://rfam.janelia.org/) for annotation into different sRNA categories (rRNA, tRNA, snRNA, snoRNA, exons and introns, and the degraded fragments of mRNA) using the tag2repeat, overlap and BLASTn tools. The reads with a perfect match or one mismatch to these sRNA categories were removed, and all of the remaining clean sRNA reads were mapped to the peach genome using the SOAP (Short Oligonucleotide Alignment Program) tool to analyze their expression frequencies and locations on the scaffolds. These clean sRNA reads were further aligned against the miRNA precursors/mature miRNAs of all plants deposited in miRBase 18.0 using tag2 miRNA software to obtain the sequences and counts of known miRNAs that are found in the library of peach fruit sRNAs and are conserved in other plant species. sRNAs that did not map to any of the above-mentioned categories were termed unannotated sRNAs. These unannotated sRNAs were subsequently analyzed for the prediction of novel miRNAs using the program MIREAP (https://sourceforge.net/projects/mireap/) based on secondary structure predictions. The secondary structures of stem-loop hairpins were considered peach-specific miRNAs (novel miRNAs) only when they met all of the following criteria: miRNA sequence length between 18 and 25 nt; miRNA reference sequence length ranging from 20 to 23 nt; copy number of reference miRNAs of not more than 20 nt; maximum free energy for a miRNA precursor of -18 kcal/mol; space between miRNA and miRNA* of not more than 300 nt; miRNA and miRNA* base pairs of not less than 16 nt; miRNA and miRNA* bulge of at most 4 nt; maximum asymmetry of miRNA/miRNA* duplex of 4 nt; and flank sequence length of miRNA precursor of 20 nt.

### Prediction of target genes for known and novel miRNAs and GO and KEGG analyses

The criteria used for the prediction of miRNA targets followed those proposed by Allen et al. [26] and Schwab et al. [27] as follows: (1) at most four mismatches in the region of the miRNA/target duplex (a G-U match was considered 0.5 mismatches); (2) maximum of two adjacent mismatches in the complementary region of the miRNA and target; (3) no adjacent mismatches from the second to 12^th^ nucleotide in the complementary region of the miRNA and target (5' of miRNA); (4) no mismatches in the 10th and 11^th^ nucleotides of the miRNA and target complementary region; (5) maximum of 2.5 mismatches from the first to 12^th^ nucleotide of the miRNA and target complementary region (5' of miRNA); and (6) minimum free energy (MFE) of the miRNA/target duplex of not less than 75% of the MFE of the miRNA bound to its target. The putative miRNAs were first blasted against the peach genome database on the GDR, and the BLASTn hits that fulfilled the above-mentioned criteria were considered the predicted target genes. The Gene Ontology (GO) database (http://www.geneontology.org/) was then searched to annotate the putative genes involved in cellular components, biological processes, and molecular functions. All predicted target genes were mapped to GO terms in the GO database by counting the percentage of gene numbers for each term. We used a Bonferroni correction to obtain a corrected p-value. GO terms with a corrected p-value ≤ 0.05 were considered significantly enriched in the predicted target genes. The main pathways in which the target gene candidates are involved were then analyzed through the Kyoto Encyclopedia of Genes and Genomes (KEGG) methodology, which is the major public pathway-related database [28]. A KEGG analysis identifies metabolic pathways or signal transduction pathways significantly enriched with the candidate target genes compared with the entire reference gene background.

### Degradome sequencing and bioinformatic analysis

The total RNA of peach fruit was extracted using the Trizol reagent (Invitrogen, CA, USA) following the manufacturer’s recommended procedure. The total RNA quantity and purity were analyzed using a Bioanalyzer 2100 and RNA 6000 Nano LabChip Kit (Agilent, CA, USA) with an RIN number greater than 7.0. Approximately 20 μg of total RNA was used to prepare a degradome library. The method used for the construction of the degradome library followed the method reported by Ma et al. [29] with some modifications. (1) Approximately 150 ng of Poly(A)+ RNA was used as input RNA and annealed with Biotinylated Random Primers. (2) RNA fragments were captured by magnetic beads. (3) The captured fragments were then ligated to 3’ and 5’ adaptors using T4 RNA ligase according to the manufacturer’s instructions, and 5’ adaptors were only ligated to those RNAs containing 5’ monophosphates. (4) The sRNAs ligated with 3’ and 5’ adaptors were purified and reverse transcribed to cDNA with the reverse transcription primers for 15 cycles. (5) The final PCR product was purified, and the purified cDNA library was used for cluster generation with Illumina’s Cluster Station and then sequenced on an Illumina Hiseq 2500 instrument following the instruction provided for running the instrument. Raw sequencing reads were obtained using Illumina’s Pipeline v1.5 software following sequencing image analysis using the Pipeline Firecrest Module and base-calling with the Pipeline Bustard Module. The extracted sequencing reads were stored in a file and were then used in the standard data analysis. The GDR database and transcript sequences were used as the reference sequences. The CleaveLand3.0 software package was used for analyzing the sequencing data generated. The degradome reads were mapped to the appropriate transcriptome using appropriate thresholds. The mapped degradome data were summarized into a "degradome density file" using the 'CleaveLand3_map2dd.pl' script. Small RNA/mRNA alignments were then generated using 'targetfinder.pl'. The degradome density file was compared with the target prediction, and significant hits were obtained using the CleaveLand3_analysis.pl' script. "T—plots" of the targets were generated using the 'CleaveLand3_t—plotter.pl' script.

### Detection of expression levels of some known and novel miRNAs by qRT-PCR

For qRT-PCR analysis of miRNAs, sRNA was extracted from peach fruits, phloem, and leaves at different stages of development using the RNAiso for Small RNA extraction kit (Takara Biotechnology Co., Ltd., Dalian, China). Thereafter, the sRNA was treated with DNase I and reverse transcribed using a Transcript miRNA First-Strand cDNA Synthesis SuperMix Kit (TransGen Biotech Co., Ltd., Beijing, China) following the manufacturer’s instructions. All cDNA samples were diluted 1:10 with RNase-free water and stored at -80°C before use as templates in qRT-PCR. One of the specific primers used for the amplification of each miRNA through qRT-PCR was the sequence of each miRNA, and the other primer was a universal primer contained in the reverse transcription kit. *5S rRNA* was used as the reference gene. The primer sequences for each miRNA used for qRT-PCR are provided in S1 Table.

The qRT-PCR reaction was conducted on an Applied Biosystems 7500 Real-Time PCR System using a TransStart Top Green qRT-PCR SuperMix (TransGen Biotech Co., Ltd., Beijing, China) according to the manufacturer's instructions. The 20-μl qRT-PCR reaction volume contained 2.0 μl of diluted cDNA, 0.4 μl of each primer, 0.4 μl of passive reference dye, 10.0 μl of Supermix, and 6.8 μl of RNase-free water. The thermal cycling conditions were an initial polymerase activation step for 30 sec at 95°C followed by 40 cycles of 5 sec at 95°C for template denaturation and 34 sec at 60°C for annealing (fluorescence measurement). Stage 3 was 15 sec at 95°C, 1 min at 60°C and 15 sec at 95°C. Each assay was replicated three times. The raw fluorescence data obtained from the 7500 Real-Time PCR detection system were exported to Microsoft Excel software (Microsoft Corporation, USA), and the relative quantification expression levels of the genes were analyzed using the 2^-ΔΔCT^ method [30].

## Results

### Characteristics and sequence analysis of the sRNAs

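The small RNA data came from 1 library of 'Troubadour' peach fruit, made from equal amounts of total RNA of fruits collected 35, 55, 75, 90 and 105 days after full bloom with 17 cycles at the cDNA step. The stages were mixed before sequencing, so the library has no replicate and gives 1 value per miRNA for fruit development as a whole. The deposited list holds the raw read count of each miRNA sequence after the authors' removal of low-quality reads, adaptor contaminants and reads of other RNA classes. It lists 557 known miRNAs, named by alignment to plant miRNAs of miRBase, with 2254860 reads in all, and 329 arms of miRNAs predicted by MIREAP with 53349 reads. The 2308209 listed reads are 13.8% of the 16675173 clean reads that the paper gives. For each predicted miRNA the arm with the higher count was taken as the miRNA. Shares are given with exact Clopper-Pearson 95% intervals and counts with exact Poisson intervals. Both cover counting error only, since amplified reads without molecular identifiers are not independent molecules. For 556 of the 557 known miRNAs the deposited count and sequence equal those of S2 Table, and values here are those of the deposited list.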

To identify known and novel miRNAs in peach fruit, a sRNA library was constructed using total RNA extracted from mixed peach fruits (cv. ‘Troubadour’) at different stages of development. After Solexa sequencing, a total of 17,186,803 raw reads were obtained (Table 1), and low-quality reads as well as other types of contaminant reads, such as those with 5’ adaptor contaminants (31,246) and without the insert tags (3,712) or 3’ primers (6,753), were removed, resulting in a total of 17,061,467 reads that were uploaded and subjected to a length distribution analysis. A statistical analysis of the length distribution revealed that the most frequently observed read length was 21 nt followed by 24 nt, and the proportions of the 17,061,467 reads with these lengths were 38.02 and 29.81%, respectively (Fig 1). Filtering off reads with poly(A) and reads that were less than 18 nt in length yielded a total of 16,675,173 clean reads (Table 1), and these were aligned against the peach genome using the SOAP tool to reveal their expression and distribution on the genome. The results indicated that 12,521,493 total reads and 2,440,952 unique reads, corresponding to 75.09% and 73.33% of the 16,675,173 (total) and 3,328,500 (unique) reads, respectively, were perfectly mapped to the peach genome. Furthermore, a statistical analysis of the first nucleotide in 18- to 25-nt sRNAs demonstrated that sRNAs starting with a uridine (U) at the 5’ end are more commonly observed in reads with lengths of 18 and 22–25 nt than other sRNAs of the same length starting with different nucleotides (Table 2).

**Table 1:** Summary of small RNA reads obtained by Illumina sequencing from a library of the small RNAs of peach fruit.

Type	Count	Percentage (%)
Total reads	17,186,803	
High quality	17,103,178	100.00
3’ adaptor null	6,753	0.04
Insert null	3,712	0.02
5’ adaptor contaminants	31,246	0.18
Smaller than 18 nt	386,179	2.26
Poly(A)	115	0.00
Clean reads	16,675,173	97.50

**Table 2:** Statistical analysis of first nucleotide of 18- to 25-nt small RNAs in a library of the small RNAs of peach fruit.

Length of sRNA	A	U	C	G
18	19,692	234,512	882	496
19	3,318	16,504	32,692	49,261
20	22,103	12,117	258,565	30,055
21	494,149	2,350,934	10,340	5,890
22	4,085	101,115	3,793	5,075
24	2,864	5,990	2,708	1,220
25	7,427	17,958	319	30,261

**Fig 1:**
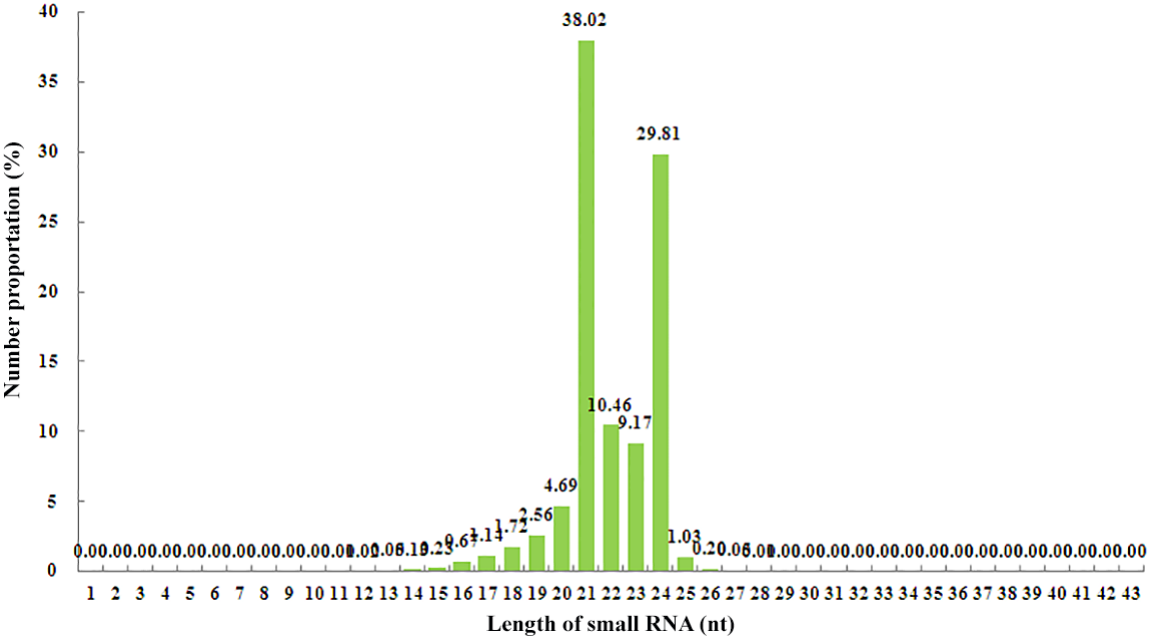
Length distribution of all small RNAs obtained by sequencing from a library of the small RNAs of peach fruit.

After a series of additional alignments against the peach genome on GenBank, Rfam (10.1), miRBase, repeat-associated RNA, and degraded fragments, the peach sRNAs were matched into different categories based on their biogenesis and annotation. The numbers of sRNA reads matched to each sRNA category in the above-mentioned databases at each step are summarized in Table 3. Among the 16,675,173 total reads, 249,923, 515,834, 264,105, 572,501, 2,342,951, 11,118, 3,394, and 737,196 sRNA reads matching the exon antisense, exon sense, intron antisense, intron sense, rRNA, snRNA, snoRNA, and tRNA categories, respectively, were discarded. The remaining unannotated sRNAs that failed to map to any of the above-mentioned categories (miRNA, rRNA, snRNA, snoRNA, tRNA, repeat, exon, and intron) and exhibited the greatest ratio (49.91%) of total reads were retained for the subsequent prediction of novel miRNAs. These results imply an abundance of miRNAs in the sRNA library of peach fruit.

**Table 3:** Summary of small RNA reads by annotation category in a library of the small RNAs of peach fruit.

Categories	Unique sRNAs	Percentage (%)	Redundant sRNAs	Percentage (%)
Exon antisense	81,691	2.45	249,923	1.50
Exon sense	146,581	4.40	515,834	3.09
Intron antisense	77,675	2.33	264,105	1.58
Intron sense	117,152	3.52	572,501	3.43
miRNA	39,245	1.18	3,654,996	21.92
rRNA	85,358	2.56	2,342,951	14.05
snRNA	2,608	0.08	11,118	0.07
snoRNA	858	0.03	3,394	0.02
tRNA	10,042	0.30	737,196	4.42
Unannotated RNA	2,767,290	83.14	8,323,155	49.91
Total	3,328,500	100.00	16,675,173	100

### Identification of known miRNAs in peach fruit

To identify known miRNAs in peach fruit, the candidate peach miRNA sequences were aligned with the newly released mature plant miRNAs in miRBase 18.0 [31] using miRAlign (BGI). The expression profiles of these miRNAs are presented in S2 Table. In total, 557 known miRNAs belonging to 34 miRNA families were identified in the library of peach fruit. 

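Among the known miRNAs of peach fruit, miR168 had 14591 reads, miR858 12878, miR396 10991 and miR482 9377. miR913, which is not among the conserved families of S3 Table, had 20807 reads with the sequence ACGGACUCGUCAGGUGGGUAA. S2 Table gives miR913 4 mismatches and gaps to its best homolog. The miR168 family is known in plants for its target AGO1 and the miR396 family for growth-regulating factors. Most of the list was far rarer: 18 of the known miRNAs had over 1000 reads, 92 had at least 10 and 141 had at least 5. By S2 Table, 26 of the known miRNAs had neither a mismatch nor a gap to their best homolog in another plant and 49 had at most 2 of them together. The list holds 555 distinct known sequences.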

Various miRNAs were found to be highly conserved with those from several other plant species. For example, miR156, miR160, miR162, miR164, miR166, miR167, miR169, miR172, miR396, and miR397 are perfectly identical to the corresponding miRNAs in three other plant species (*Arabidopsis thaliana*, *Populus trichocarpa*, and *Oryza sativa*) (S3 Table). miR164, miR166, and miR397 are very similar to the corresponding miRNAs in four plant species, including *Brassica napus* and *Vitis vinifera*.

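miR162 (UCGAUAAACCUCUGCAUCCAG) had 403 reads in the fruit library, with a counting interval of 365 to 444. miR164 (UGGAGAAGCAGGGCACGUGCA), a family known for NAC targets, had 7402 reads. miR172 (AGAAUCUUGAUGAUGCUGCAU), known for AP2-like targets, had 373 reads, and miR397 (UCAUUGAGUGCAGCGUUGAUG), known for laccase targets, had 33 reads, with an interval of 22.7 to 46.3. S2 Table gives these 4 miRNAs 0 mismatches and gaps to their best homolog, and gives miR169 (UGAGCCAAGAAUGACUUGCUG), with 4207 reads, 1. For miR160 the deposited list holds 2419 reads of GCGUACGAGGAGCCAAGCAUA. S2 and S3 Tables give another sequence for miR160.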

Illumina sequencing offers a different method for estimating the expression levels of miRNA genes and can thus positively influence the ease of determining the enrichment of diverse miRNA families and even distinguishing among different members of a given family in one tissue or plant [32–34]. The abundance of members of different miRNA families also varied markedly in peach fruit. The most abundantly expressed miRNA family was miR156, which is represented by more than 1,910,151 reads (S2 Table), followed by miR166 with more than 39,453 reads. However, various miRNAs, such as miR391 and miR407, had only one read sequenced.

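miR156 (UUGACAGAAGAAAGAGAGCAC), known in plants for SPL targets, had 1910151 reads, which is 82.8% of all listed miRNA reads (95% interval 82.7 to 82.8%). miR157 (UUGACAGAAGAUAGAGAGCAC), which belongs to the same sequence group, had 169069 reads or 7.32% (7.29 to 7.36%). miR166 (UCGGACCAGGCUUCAUUCCCC), known for HD-ZIP III targets, had 39453 reads or 1.71% (1.69 to 1.73%), and miR167 (UGAAGCUGCCAGCAUGAUCUA), known for ARF targets, had 27038 reads. The count of miR156 was 11.3 times that of miR157 and 48.4 times that of miR166. The 10 known miRNAs with the highest counts held 98.5% of the reads of known miRNAs. As a share of the clean reads rather than of the listed miRNAs, miR156 made up 11.5%.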

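miR391 (ACGCAGGAGAGAUGGCGCC) and miR407 (UUUAAAUAGAUACUGUUGU) were each read 1 time, and so was miR158 (CCCCAAAGUAGACCAAUGCC). In all, 282 known miRNAs had 1 read, which is 50.6% of the list (95% interval 46.4 to 54.9%). A count of 1 has an exact Poisson interval of 0.0253 to 5.57, so differences among these miRNAs were not detectable at this depth. S2 Table gives these 3 miRNAs 4 mismatches and gaps each to their best homolog.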

### Identification of novel miRNAs in peach fruit

After obtaining the known miRNAs, the remaining unannotated sequences from the peach fruit sRNA library were aligned against the peach genome database to predict novel miRNAs. Using MIREAP software and following a set criteria of miRNA annotations [35], 275 putative unique novel miRNAs were predicted (S4 Table) in the peach fruit sRNA library. 

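The 275 miRNAs predicted by MIREAP had 51968 reads when the more abundant arm of each hairpin was counted, and 54 of them were listed with both arms. They carry 213 distinct sequences, because 95 of the predicted miRNAs share 33 sequences from hairpins at different places. Of the predicted miRNAs with high counts, m0169 had 3157 reads of CAAGGCACGAGAUAUCCGAUC from a hairpin on scaffold 5 at 13061530 to 13061723. m0260 had 1792 reads of UUUGACGGCAGACCACUCACG from a hairpin on scaffold 8 at 16815069 to 16815268. Places are those of S4 Table, of which the copy used here gives 266 of the 275 hairpins, and the genome release behind them is not named in the sources used here. Counting each sequence 1 time leaves 42940 reads.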

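Of the predicted miRNAs, 123 were 21 nt long, which is 44.7% of them (95% interval 38.8 to 50.8%). The next length was 23 nt with 94 miRNAs or 34.2%, followed by 20 nt with 30 miRNAs, 22 nt with 27 and 19 nt with 1, which was the 3' arm of m0129 (GCAAGCACCUUGGCUAACU). Counted by reads, the 21-nt miRNAs made up 68.9% (68.5 to 69.3%) and the 23-nt miRNAs 4.96%.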

The size distribution of these novel miRNAs ranged from 19 to 23 nt, with 21-nt-long novel Ppe-miRNAs being the most abundant (57.34%). The analysis of the first nucleotide of the novel miRNAs with the same length revealed that all of the 19-nt novel miRNAs started with G (82.70%), whereas the first nucleotide of the 20-nt novel miRNA candidates was A. The U nucleotide was dominant (96.00%) in the 22-nt putative novel miRNAs (Fig 2). 

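The only predicted miRNA of 19 nt, the 3' arm of m0129, starts with G and had 64 reads. Of the 20-nt miRNAs, 16 start with A, or 53.3% (95% interval 34.3 to 71.7%), and these held 82.7% of the 20-nt reads. The sequence AAAGACUAAAAUACCCUUGA accounts for 13 of them, so most of these reads are counted repeatedly. With each sequence counted 1 time, a setting chosen after seeing the data, 4 of 15 sequences of 20 nt start with A and hold 29.5% of the reads, and 9 start with U and hold 69.1%. Of the listed 20-nt miRNAs, 12 start with U, such as m0107 (UAGCCAAGGAUGACUUGCCU). Of the 22-nt miRNAs, 17 start with U, or 63.0% (42.4 to 80.6%), with 96.0% of the 22-nt reads. Most of those reads belong to m0100 (UUCCCAAGCCCGCCCAUUCCAA).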

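A first nucleotide U was found in 112 of the predicted miRNAs, which is 40.7% (95% interval 34.9 to 46.8%). A was found in 76, G in 46 and C in 41. By reads, U had 23730 or 45.7% (45.2 to 46.1%), C 11463 or 22.1%, G 9021 or 17.4% and A 7754 or 14.9%. With the reads of each sequence counted 1 time, a setting chosen after seeing the data, U had 52.6%, C 24.7%, G 15.3% and A 7.39%. Most of the reads of C belong to m0189 and m0169, and a large part of those of G to m0269.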

The first nucleotide bias analysis revealed that U was the most frequently observed first nucleotide in the novel miRNAs of peach, with 23,730 (45.72%) of the 51,968 sequences in the fruit library having U as their first nucleotide (Fig 2). In addition, an analysis of the nucleotide bias at each position in each of these miRNAs revealed that novel miRNAs with a U at their 5’ ends presented the highest frequency among the 19- to 23-nt-long novel miRNAs (Fig 3). These findings are consistent with previous reports [36–38] that most of the miRNAs are 21 nt in length and start with a 5’ U, which is one of the classic features of miRNAs.

**Fig 2:**
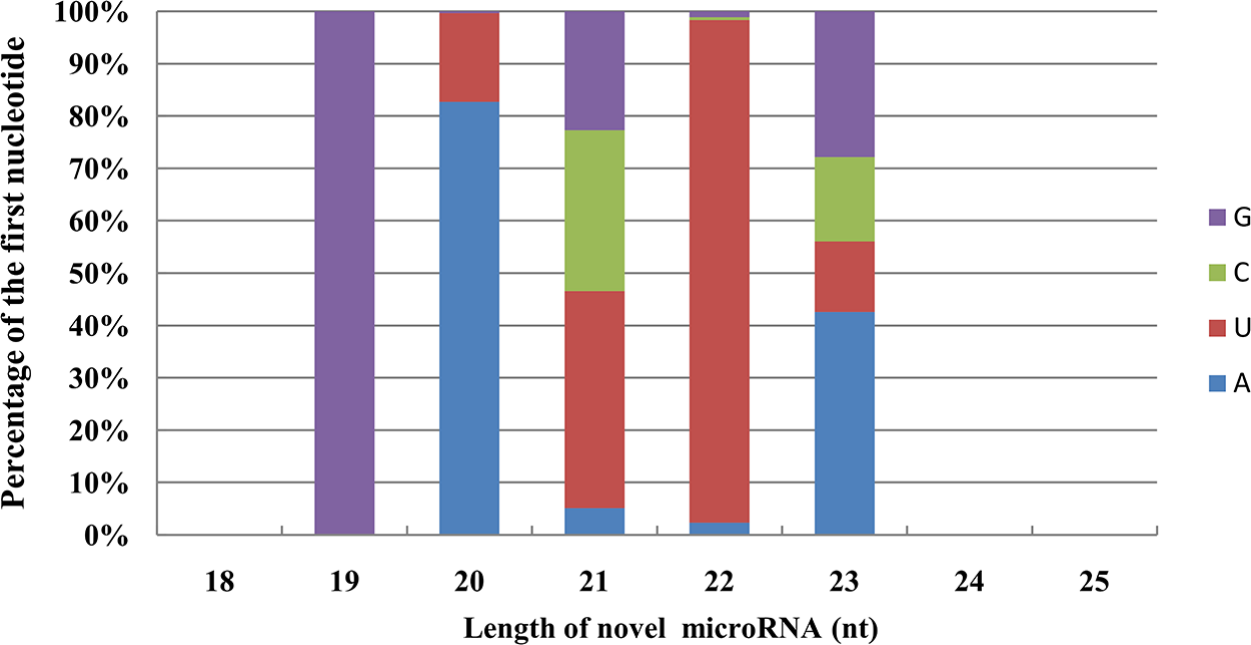
Proportion of first nucleotide bias within novel miRNAs of the same length in a library of the small RNAs of peach fruit.

**Fig 3:**
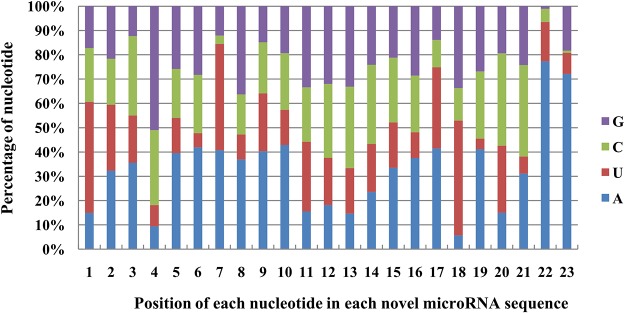
Proportion of nucleotide bias at each position within novel miRNAs in a library of the small RNAs of peach fruit.

The sequencing frequency of miRNAs is thought to reflect the relative degree of miRNA abundance and is therefore recognized to represent miRNA expression profiles [39]. Although the 275 novel miRNAs were sequenced at varying frequencies ranging from 5 to 6973, a number of miRNAs dominated the novel miRNA library. 

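The median predicted miRNA had 16 reads, with quartiles of 10 and 82. m0126 (818 reads) and m0091 (807 reads) share the sequence UGCCUGGCUCCCUGUAUGCCA, m0059 had 710 reads of UGAAGGAAGAGAUAGAAGCGC and m0026 had 632 reads of UUGCCUAUUCCUCCCAUGCCAA. Of the 275 predicted miRNAs, 6 had over 1000 reads, and the 10 with the highest counts held 60.2% of the reads of predicted miRNAs (95% interval 59.7 to 60.6%).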

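The predicted miRNA with the highest count was m0187 (UCCGAAUGUAGCCUAGAUGCC), with a counting interval of 6810 to 7139 reads, from a hairpin on scaffold 6 at 2567185 to 2567419. m0100 followed with an interval of 6145 to 6458 reads, from scaffold 3 at 10579294 to 10579397. m0189 (CAUGGGUAAGUGGGGAAGAUG) had 5407 to 5700 and m0269 (GGACAAAAAUUCGAAGAUAGC) 4389 to 4654. Neighbouring ranks do not overlap in these intervals. Together the 4 held 44.9% of the reads of predicted miRNAs (95% interval 44.5 to 45.4%).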

The sequencing frequencies of the four most abundantly expressed miRNAs (m0187, m0100, m0189 and m0269) in this study were 6973, 6300, 5552, and 4520, respectively, suggesting that novel miRNAs might be unevenly expressed in peach fruit. Additionally, the expression frequency of these novel miRNAs was noticeably reduced compared with those observed for known miRNAs in the peach fruit sRNA library. 

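As listed, the predicted miRNAs held 0.312% of the clean reads and the known miRNAs 13.5%. The paper's own annotation of the reads gives miRNA a larger share of the clean reads than this list holds. The highest predicted miRNA, m0187, lies below miR482 and miR164 in the known list. Per miRNA the order depends on the rare known miRNAs: the median was 16 reads for predicted and 1 read for known miRNAs, and with at least 5 reads required of both it was 16 and 17. The predicted miRNAs start at 5 reads, and the known miRNAs at 1. With 1 library, neither difference has a replicate check. From the lower sequencing frequencies, which it takes as a measure of abundance, the paper states that the expression frequency of predicted miRNAs was reduced compared with known miRNAs.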

Our MFE analysis of the peach fruit sRNA library using MIREAP revealed that the MFE of 275 putative novel miRNAs varied from -18.32 to -181.01 kcal/mol, with an average of -55.68 kcal/mol. The results obtained using the MIREAP tool also indicated that the putative pre-miRNAs of each miRNA varied from 74 to 365 nt in length.

### Prediction of target genes for known miRNAs in peach fruit and functional analysis

Because most miRNAs have near-perfect complementarity to their target genes, target prediction was conducted following the criteria specified by Allen et al. [26] and Schwab et al. [27]. Based on these rules, a total of 3,959 putative miRNA targets were predicted for 349 out of 557 known miRNAs from the peach fruit library (S5 Table). No target genes were predicted for 208 of the 557 known miRNAs, whereas the numbers of targets for each of the remaining 349 miRNAs ranged from one to 707. In all, 74 out of 349 known miRNAs (21.20%) only had one target gene. In contrast, the number of target genes for miR4993 was 707, comprising 17.86% of all the target genes in the peach fruit library. miR414 ranked second, with 8.69% of the total number of target genes.

The biological processes, cellular components and molecular functions of the miRNA target genes were summarized through a GO annotation analysis (S6 Table). The putative target genes of the miRNAs under study were found to be involved in a wide range of biological processes, with target genes responsible for cellular and metabolic processes exhibiting the highest cluster frequencies of up to 66.2% and 66.4%, respectively, among the 1491 genes annotated to the process ontology terms. Some of the predicted target genes of miRNAs in the category of biological process are also responsible for responses to environmental factors, such as absence of light (0.2%), gravity (0.3%), light intensity (0.5%), nutrient levels (0.8%), and various stimuli, including endogenous stimuli (7.4%), amino acid stimuli (0.1%), extracellular and external stimuli (1.6%), ethylene and hexose stimuli (0.4%), and carbohydrate stimuli (0.2%).

A total of 319 GO function terms were annotated for the putative target genes of miRNAs in the peach fruit sRNA library. Among these, the target genes with functions in binding and catalytic activity presented the highest cluster frequency, corresponding to 66.1% and 66.3%, respectively, of the 1713 genes annotated to the molecular function ontology terms (S6 Table). Various target genes were associated with transferase activity (25.6%), hydrolase activity (21.8%) and nucleotide binding (21.5%). The functions of other target genes had relatively lower percentages, including structural molecule activity (1.7%), signal transducer activity (2.9%), and UDP-glucosyltransferase activity (1.0%).

In addition, the annotation of 1412 genes to the component ontology terms revealed that the majority of target genes were located in the intracellular space (71.0%), organelles (65.9%) and cells (97.3%) (S6 Table). Various target genes were found to exist on the cell wall (2.6%), plastid envelope (3.5%), Golgi membrane (0.3%), replication fork (0.1%), and nucleoplasm (0.6%).

Based on a KEGG pathway analysis, a total of 3959 target genes in the peach fruit sRNA library were found to be involved in 248 different cellular pathways. These pathways include anthocyanin biosynthesis, flavone and flavonol biosynthesis, the biosynthesis of secondary metabolites and carotenoid biosynthesis (S7 Table). Most of the potential targets were members of different gene families, such as the homeobox leucine zipper protein (HD-ZIP) family, the auxin response factor family (ARF), the nucleobase cation symporter-1 (NCS1) family, the transparent testa 2 (TT2) family and the MYB domain protein family. A small percentage of targets corresponded to sulfur metabolism, peptidoglycan biosynthesis and mineral absorption.

### Predication of target genes for novel miRNAs in peach fruit

After searching the annotated set of filtered peach genes and removing any repeated candidates or others not meeting the criteria, a total of 1614 target genes for 193 out of the 275 novel miRNAs were revealed. No target gene was identified for the remaining 62 novel miRNAs. The number of predicted targets per miRNA varied from one to 457 (S8 Table); specifically, 109 out of the 193 miRNAs had two to 10 targets, whereas 19 miRNAs had more than 10 targets. m0246 had the highest number of targets at 457 targets. In all, 65 of the 193 novel miRNAs with targets only targeted one gene. It has been reported that in some cases, a single gene can be targeted by several miRNAs [40], and this finding was corroborated in this study. For example, ppa001561m was found to be targeted by m0028, m0103, m0184, and m0231. Additionally, our study revealed the following specific and interesting feature: 13 novel miRNAs (m0004, m0015, m0052, m0104, m0117, m0118, m0155, m0170, m0175, m0188, m0209, m0270, and m0272) had the same miRNA sequence and shared three target genes (ppa012437m, ppa013211m, and ppa017834m) at different locations (S4 and S8 Tables).

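m0103 and m0184 had 50 reads each and m0028 had 48 reads of the same sequence UGAUUGAGCCGUGCCAAUAUC, so these counts are not separate measurements. m0231 had 78 reads of UUGAGCCGCGCCAAUAUCACU, with an interval of 61.7 to 97.3. The sequence of m0231 is also that of the known miR171, which was listed with 60 reads.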

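The shared sequence AAAGACUAAAAUACCCUUGA was listed with 334 reads for m0209, 353 for m0170, 355 for m0004, m0015, m0052, m0118, m0175, m0188, m0270 and m0272, and 359 for m0104, m0117 and m0155. The names share 1 sequence, so their counts are not separate measurements and were not compared. m0104 and m0118 lie on opposite strands of scaffold 3 at 17476033 to 17476268, and m0004 lies on scaffold 12 at 132422 to 132657.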

Consistent with earlier reports [41] on the essential roles of miRNAs in regulating a variety of biological processes in plants, the predicted targets of the novel miRNAs predicted in this work appear to play roles in diverse physiological processes (S8 Table). Most of the identified targets were transcription factors of different families that control plant development and phase change from vegetative growth to reproductive growth, and some examples include GRAS as a target of m0103 and m0028, MYC2 as a target of m0268 and WRKY as a target of m0265. The 11 target genes of m0233 have squamosal promoter-binding protein (SBP) domains, indicating that these genes are members of the SBP family that likely function as transcription factors involved in the control of early flower development.

Target genes encoding HD-ZIP proteins, F-box proteins, and DNA-binding proteins all had perfect or near-perfect complementary binding sites with some miRNAs identified in this study. A total of two out of five target genes of m0247 have been predicted to encode No Apical Meristem (NAM) proteins, which determine the positions of meristems and primordia. In addition to affecting plant development, several predicted targets of m0259 and m0025 encode disease-resistance protein RPM1, which functions in plant-pathogen interaction mechanisms (S8 Table). We also found that P-loop-containing nucleoside triphosphate hydrolases (P-loop NTPase domain superfamily) are potential targets of m0247, m0259 and m0128, indicating that these play roles in signal recognition. Despite these observations, the functions of a large number of the predicted targets remain unknown.

### Verification of targets of known and novel miRNA by degradome sequencing

To validate the targets of peach fruit miRNAs, degradome sequencing was performed in this study to detect the exact cleavage site of each miRNA to its target. 

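The degradome data came from 1 library of the fruit, with 15 cycles at the cDNA step, in which the start of each read marks the end of a cleaved transcript. The deposited list gives, for each miRNA and transcript pair found by CleaveLand, the alignment score, the aligned stretch, the cleavage site, the number of reads that start there, a peak category and a p-value. Category 0 is the single highest position of a transcript, category 1 a tied highest position, category 2 a position above the median, category 3 one at or below it and category 4 a position with 1 read. The score is 0 for full pairing and reaches 4 in this list. The p-values are the authors' and are not adjusted for the number of pairs. The list has no replicate, and the total number of degradome reads is not given in the sources used here, so counts are read only within this library. Sites are numbered from the start of the transcript. Gene names are those of the best match in another species in S5 and S8 Tables, which in the copies used here describe 71 of the 379 listed genes.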

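The transcript with the most reads at a cleavage site was ppa003646m, named IRX12, a laccase, with 3942 degradome reads at the miR397 site at nucleotide 679 (the authors' p = 0.00784). A second transcript named IRX12, ppa022440m, had 124 reads for miR397, and ppa003296m (LAC2) had 592 (the authors' p = 0.0147). The SPX domain gene ppa004388m had 525 reads for miR827 and the auxin receptor gene ppa003344m (TIR1) had 394 for miR393, both with the authors' p at 0.00426. ppa000547m (AGO1), a fully paired target of miR168, had 41 reads (the authors' p = 0.00491), while ppa000619m and ppa000900m, also described as AGO1, had 2 reads each for miR168 (the authors' p = 0.439). In all, the list holds 469 pairs on 379 genes, of which 290 pairs on 273 genes belong to 114 known miRNAs and 179 pairs on 119 genes to 57 predicted miRNAs. A p under 0.05 was given to 87 pairs on 57 genes, 52 of them with known and 35 with predicted miRNAs. After Benjamini-Hochberg adjustment over the 469 pairs, the lowest p is 0.125 and 0 pairs stay under 0.05. Whether the list holds every pair tested is not known, so this adjustment can be too mild or too strict.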

After degradome library construction, sequencing and bioinformatics analysis using CleaveLand 3.0 (http://sites.psu.edu/axtell/software/cleaveland4/), a total of 115 and 101 genes were identified to be targeted by 60 known miRNA families and 27 novel miRNAs, respectively (S9 Table). These miRNAs induce cleavage of their targets precisely at the position between nucleotides 10 and 11 of the miRNA sequences from the 5’ to the 3’ end. 

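Positions were counted in transcript nucleotides from the aligned end that pairs with the start of the miRNA, without allowing for gaps. By this count 423 of the 469 sites lie at position 10, which is 90.2% (95% interval 87.1 to 92.7%). Another 25 lie at position 11 and 21 at position 9. Among the sites at position 11 are 9 of miR396, 7 of them with p under 0.05. Others are the miR167 site on ppa003267m (ARF8) at nucleotide 1628 with 18 reads and the miR162 site on ppa000070m at nucleotide 3261 with 73 reads. All 25 sites at position 11 come from alignments 1 nt longer than the miRNA, and all 21 at position 9 from alignments 1 nt shorter. A gap in the alignment can shift this count, so these sites do not show cleavage away from nucleotide 10 of the miRNA. Of the 321 pairs whose alignment is as long as the miRNA, 100% lie at position 10. CleaveLand searches for reads at this position, so the list was made to hold such sites.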

Some validated targets and cleavage sites were displayed clearly in the form of ‘t- plots’, as shown in S9 Table. The analysis of these identified target genes revealed that a single target gene could be targeted and cleaved by several miRNA families and that a single miRNA family could target several different genes with different cleavage sites for each gene. For example, the miR156 family was verified to cleave five members of the squamosa promoter-binding protein-like (SPL) transcription factor family. 

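miR396 was listed with 13 genes, 8 of them with p under 0.05. Its highest count was 216 reads on ppa022685m at nucleotide 135 (the authors' p = 0.0159). miR858 was listed with 5 genes, among them ppa016135m (MYB4) with 84 reads, ppa022465m (MYB101) with 21 and ppa017136m (TT2, known for its part in flavonoid synthesis) with 16. miR414 was listed with 26 genes and miR4993 with 18, and none of these pairs had p under 0.05. In the other direction, 41 genes were listed with more than 1 miRNA name. Counting each sequence 1 time leaves 29 such genes, and counting sites within 3 nt as one leaves 6. The highest numbers of distinct sequences were 5 for the SPL genes ppa005013m and ppa017695m and 4 for ppa006611m, ppa012607m and ppa006634m. From such pairs, the paper concludes that 1 gene can be cleaved by several miRNA families and that 1 family can cleave several genes.

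**Figure D1:**
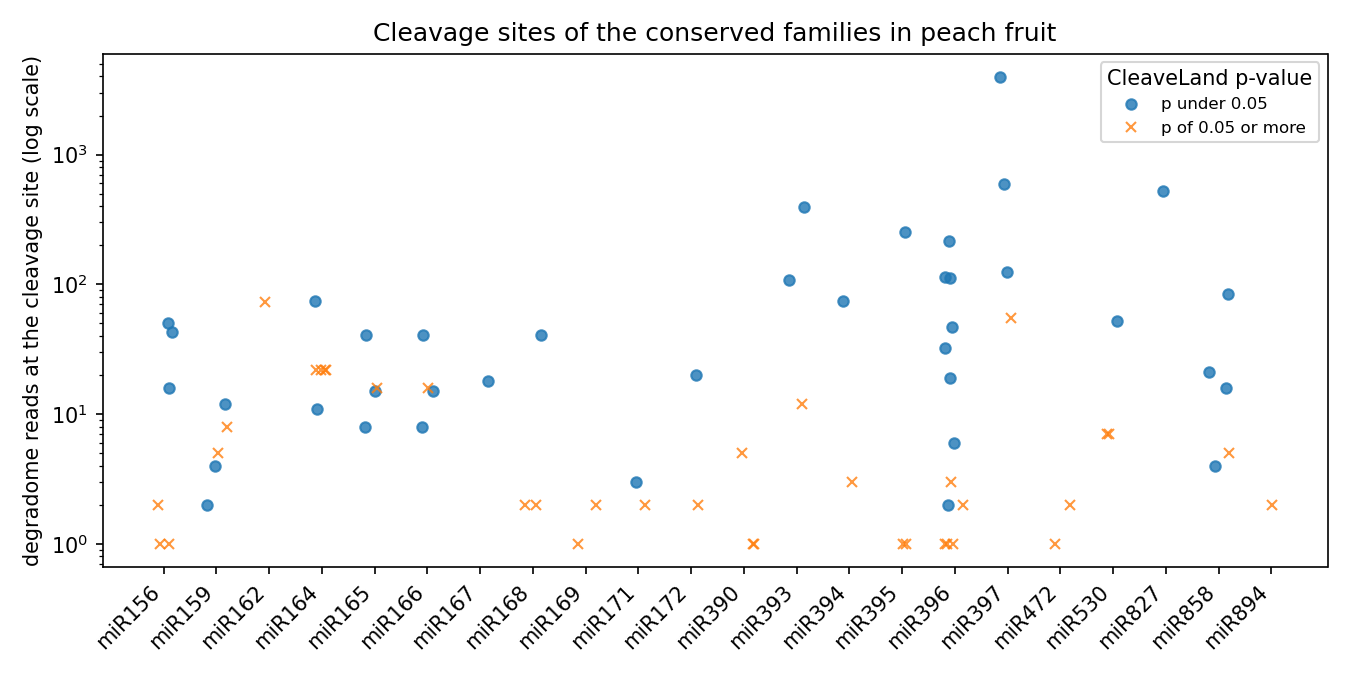
Degradome reads at each cleavage site (vertical axis, log scale) for the 22 conserved families of S3 Table with a listed target (horizontal axis), 1 symbol per miRNA and gene pair. Circles are the 39 pairs with a CleaveLand p under 0.05 and crosses the 37 pairs with a p of 0.05 or more; p-values are not adjusted, and the highest point is the miR397 site with 3942 reads.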

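Of the SPL genes listed with miR156, ppa005013m (SPL2) had 50 degradome reads at nucleotide 1162, with a counting interval of 37.1 to 65.9 and the authors' p = 0.0179. ppa006611m had 43 reads at nucleotide 938 (p = 0.0205) and ppa017695m (SPL6) had 16 reads at nucleotide 1078 (p = 0.0179). For ppa012607m (SPL3) 2 reads were found at nucleotide 791 (the authors' p = 0.780), and for ppa024285m (SPL10) 1 read at nucleotide 823 (p = 0.923). The site is GUGCUCUCUCUCUUCUGUCAA in SPL2, SPL3 and SPL6 and GUGCUCUCUCUCUUCUGUCAU in ppa006611m and SPL10. SPL2 lies on scaffold 1 at 22892422 to 22894960 and SPL3 on scaffold 4 at 2410796 to 2412574. miR157 was listed at the same sites, so the reads cannot be assigned to either of them.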

Remarkably, the degradome sequencing results verified that four HD-ZIP III subfamily genes (HB8, HB14, HB15, and REV), which were predicted but had not been previously validated, were verified to be cleaved by the miR166 family of peach fruit at nucleotides 565, 574, 589, and 615, respectively. In addition, one of the novel miRNAs, m0246, was found to cleave as many as 38 target genes (S9 Table). 

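The HD-ZIP III genes, which are known to act in organ polarity and vascular development, were listed with miR166 as follows. ppa001378m (REV) had 41 degradome reads at nucleotide 565, ppa001386m (HB8) had 15 at nucleotide 574 and ppa001343m (HB14) had 8 at nucleotide 589, each a category 0 site to which the authors give p = 0.00882. ppa001405m (HB15) had 16 reads at nucleotide 615, a category 2 site with p = 0.241. The reads of HB8 and HB15 also match other transcripts, and their normalized values are 7.5 and 8.5. miR165, with 35 reads in the small RNA library, was listed at the same sites.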

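m0246 (AGAGACAGAGAGAGACAGAGACA, 29 reads) was listed with 43 sites on 42 genes. None of these pairs had p under 0.05 and their lowest p was 0.221. A single degradome read lay behind 23 of the sites, and the highest count was 12 reads, on ppa013100m. The sequence of m0246 consists almost wholly of A and G. m0240 (AGAGGCGGAGAGAGAGAGAGACA), with a like sequence and 13 reads, was listed with 11 genes and a lowest p of 0.455.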

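ppa006634m, named NF-YA1 after a subunit of the CCAAT-binding nuclear factor Y, lies on scaffold 4 at 18621495 to 18625948. At nucleotide 1252 it had 5 degradome reads (counting interval 1.62 to 11.7), a tied highest position. The site was listed for 10 predicted miRNAs, which are m0023, m0107, m0108, m0122, m0129, m0131, m0132, m0148, m0149 and m0183. The authors' p-values were 0.00507 for m0148 and m0149, 0.0141 for m0023, m0122, m0131 and m0132, and 0.0176 for m0107, m0108, m0129 and m0183. The known miR169 was listed 1 nt further on, at nucleotide 1253, with 1 read (the authors' p = 0.278). All of these names count the same 5 reads or the neighbouring 1.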

One target gene of novel miRNAs, ppa006634m, was found to be cleaved by eight novel miRNAs (m0023, m0107, m0108, m0122, m0131, m0132, m0148, and m0149) at nucleotide 1252 of its sequence from the 5’ to the 3’ end. Three pairs of novel miRNAs (m0107 and m0108, m0148 and m0149, and m0091 and m0126) have the same sequences. m0023, m0122, m0131, and m0132 also have the same miRNA sequences but are located on different scaffolds or different positions of the same scaffold (S4 and S9 Tables). 

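m0091 lies on scaffold 2 at 21004706 to 21004805 and m0126 on scaffold 4 at 5325323 to 5325424. Both carry the sequence that S2 and S3 Tables give for the known miR160, so reads at their sites cannot be told apart from those of miR160. m0091 and m0126 were listed with the same 5 genes, of which ppa002082m, ppa002195m and ppa003136m are described as auxin response factors. ppa002082m had 133 degradome reads at nucleotide 1355 (the authors' p = 0.00849), ppa002195m (ARF16) 46 at nucleotide 1591 and ppa003136m 33 at nucleotide 1346 (both p = 0.00914). Of the remaining genes, ppa002710m had 49 reads at nucleotide 1283, and ppa000158m had 1 read at nucleotide 3765 (the authors' p = 0.248). m0023 and its copies (CAGCCAAGGAUGACUUGCCGG) had 250 reads each, and m0148 and m0149 (GAGCCAAGGAUGAAUUGCCGG) had 82 each. Reads of a shared sequence cannot be assigned to 1 of its hairpins.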

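The hairpin of m0028 lies on scaffold 1 at 32200676 to 32200763, that of m0103 on scaffold 3 at 16557255 to 16557354 and that of m0184 on scaffold 5 at 13607844 to 13607938. The hairpin of m0184 is on the minus strand and the others are on the plus strand.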

The same finding was also observed for m0028, m0103, and m0184. For the other target genes of known and novel miRNAs, no cleavage fragments or cleavage sites were detected through sequencing. In all, we could not detect the cleavage sites for most of the known miRNAs and newly predicted novel miRNAs in this degradome library. 

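A cleavage site was listed for 114 of the 557 known miRNAs, or 20.5% (95% interval 17.2 to 24.1%), and for 57 of the 275 predicted miRNAs, or 20.7% (16.1 to 26.0%). With p under 0.05 these numbers were 27 of the known miRNAs, or 4.85%, and 22 of the predicted miRNAs, or 8.00%. These 22 were listed with 12 distinct sequences, and the 27 known miRNAs with 27. Among the 22 are m0231, with the sequence of miR171, and m0091 and m0126, with the miR160 sequence of S2 Table. Another 10 are the names listed at the same site of ppa006634m. Of all listed pairs, 222 rest on 1 degradome read, which is 47.3% (42.7 to 52.0%). Such pairs include miR395 with ppa002519m, described as a sulfate transporter, and miR390 with ppa001834m, described as a receptor-like kinase.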

The degradome library sequencing data are available at NCBI-GEO under Accession No. GSE83110.

### qRT-PCR analysis of conserved and novel miRNAs

The spatiotemporal expression of miRNAs provides clues regarding their physiological functions as well as fundamental evidence to support the existence of miRNAs in a given species. Of the 557 known miRNAs, some conserved miRNAs were selected, and a qRT-PCR analysis was performed to investigate the expression patterns of these known miRNAs in the peach leaf, phloem and fruit at different stages of development (Fig 4). The expression features of some miRNAs appeared to be specific to the development stage. miR164, miR165, miR166, miR172 and miR393 exhibited a similar phloem-specific expression pattern, i.e., they were highly expressed only in phloem tissues, whereas their expression level was relatively undetectable or very weak in the leaves and fruit at different stages. miR168 presented fruit-specific expression because it was highly expressed but decreased with progressing development. Most of the remaining miRNAs displayed varied expression levels in the different tissues at the different stages of development. Of the novel miRNAs with the same sequences but located on different scaffolds, we only selected one for the expression analysis. Thus, the relative expression levels of 19 out of 27 novel miRNAs in fruit tissue were detected in this study (Fig 5). m0023 presented relatively equal expression levels from 35 to 75 days and then presented a rapid increase in expression. m0178 showed an obvious increasing trend during fruit development until maturity. On the contrary, m0028 displayed a decreasing tendency during fruit development. m0040, m0107, m0233, and m0240 showed high expression levels in the youngest fruit and then presented a decreasing trend as the fruit underwent development. m0026 and m0091 showed the same trend in terms of expression levels throughout the developmental period, whereas other miRNAs showed no specific tendency in this cultivar.

**Fig 4:**
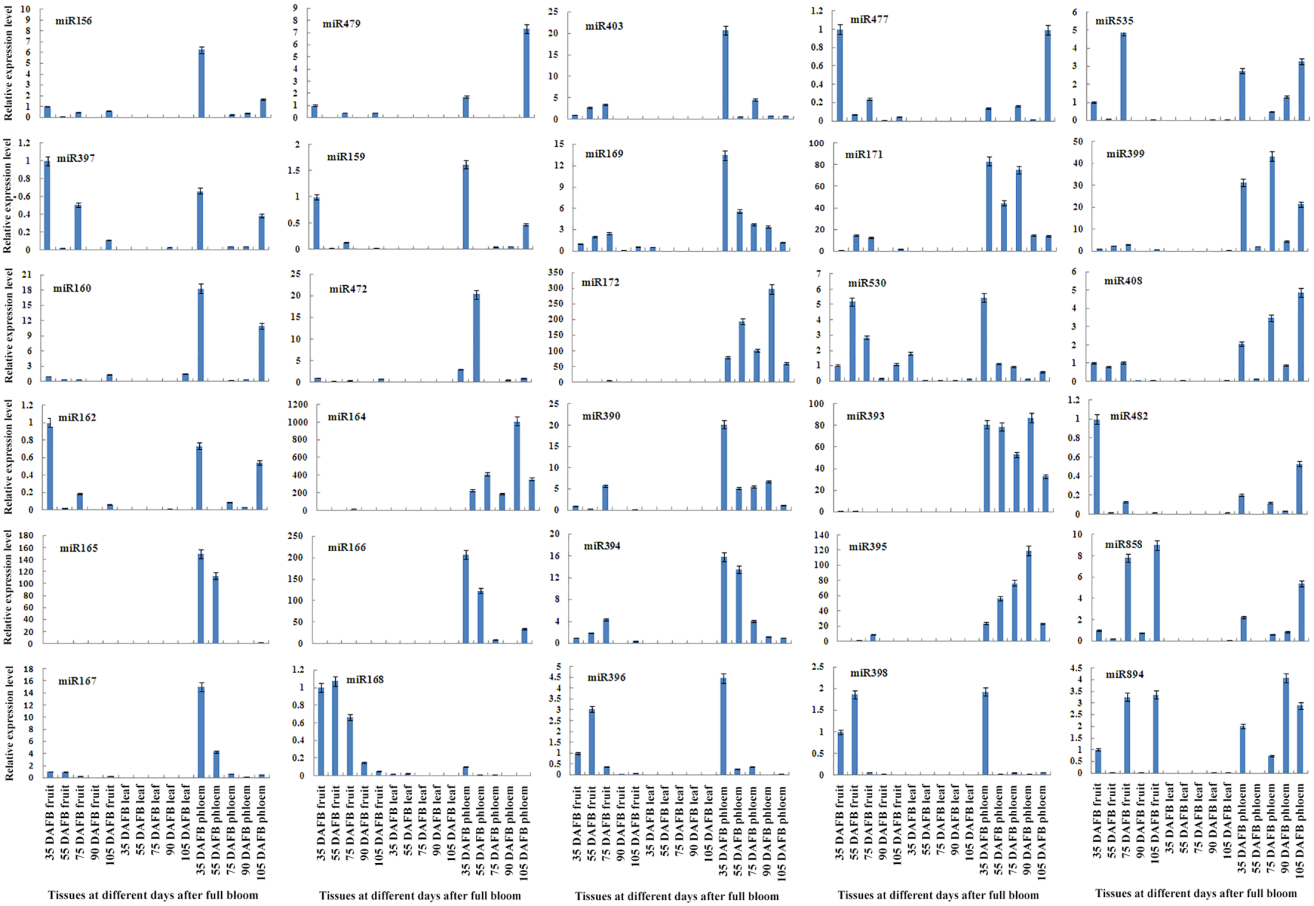
Relative expression levels of some known miRNAs in peach. The relative expression levels of known miRNAs in different tissues at five developmental stages were investigated by qRT-PCR analysis and calculated using the 2^-ΔΔCT^ method. The x-axes show the leaf, fruit, and phloem samples obtained 35, 55, 75, 90, and 105 days after full bloom (DAFB). The vertical bars represent the ±SE of each mean value (n = 9).

**Fig 5:**
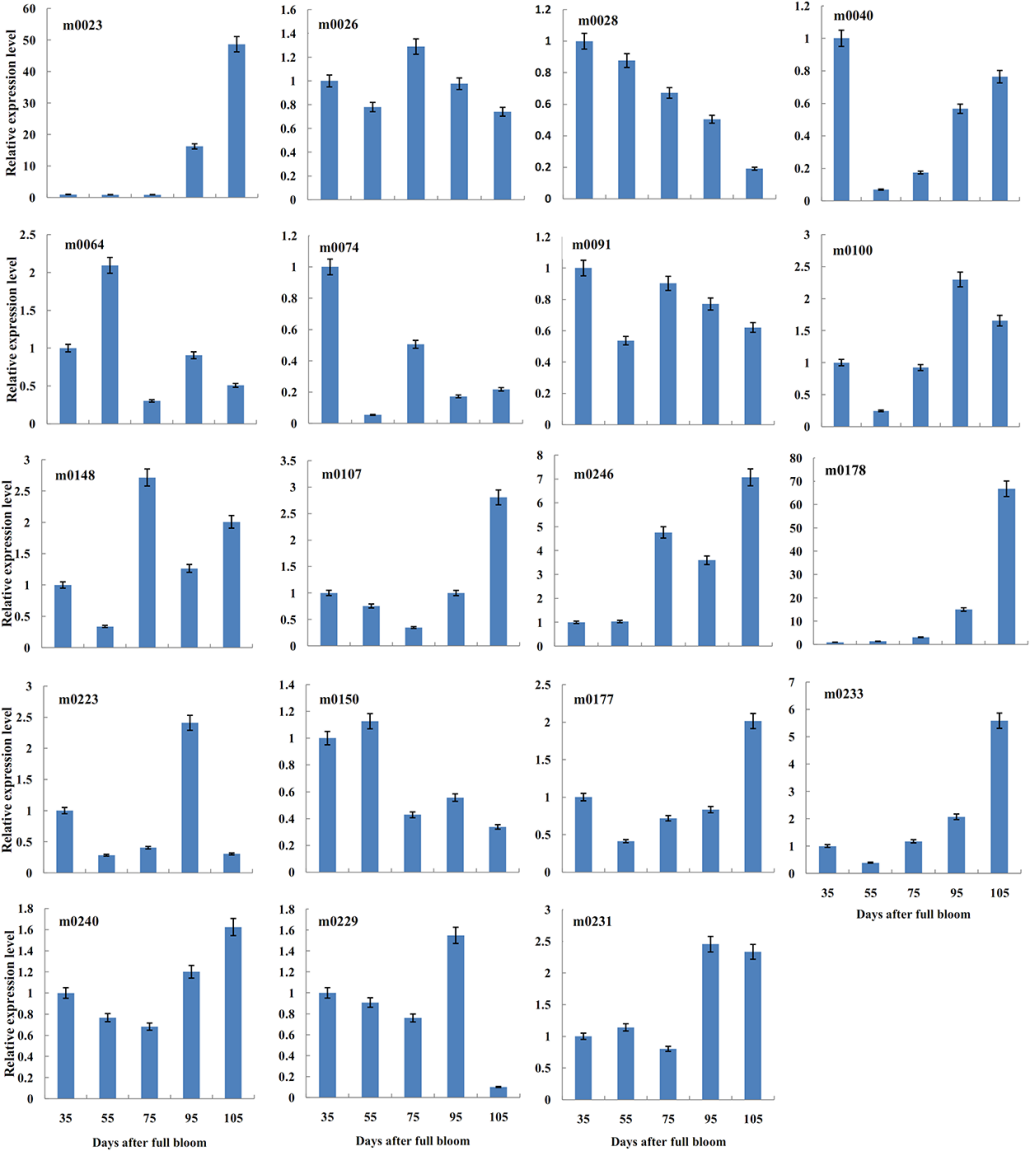
Relative expression levels of some novel miRNAs in peach fruit. The relative expression levels of novel miRNAs in fruit tissue at five developmental stages were investigated by qRT-PCR and calculated using the 2^-ΔΔCT^ method. The x-axes show the fruit samples obtained 35, 55, 75, 90, and 105 days after full bloom. The vertical bars represent the ±SE of each mean value (n = 9).

## Discussion

In recent years, several approaches have been developed for the identification of plant miRNAs. The Solexa platform employs a new high-throughput sequencing technology [42] and can generate a great number of sRNA sequence reads that are moderate in size compared with those of miRNAs. This platform combined with bioinformatics strategies has been widely used to identify miRNAs in various plants, including grapes [40], peanuts [21] and trifoliate orange [34]. Despite the importance of peach as an excellent model organism used to generate research information for the Rosaceae family, only a few miRNAs from the peach fruit sRNA library have been predicted. In addition to the identification of peach fruit miRNAs, this study provides a comprehensive analysis of peach miRNAs and their targets and reinforces the notion that the miRNAs in peach fruit are extremely complex and demonstrates that further exploration of the mechanisms through which each miRNA regulates its target genes and thus play different roles in each pathway is warranted.

Our study reveals a rich selection of sRNAs in peach fruit. The length distribution (Fig 1) of peach sRNAs resembles that in many other plants for which complete genome sequences are available, such as grapevine and rice [40,43]. The sRNA library assembled in this research study is of remarkably high quality compared with that of other sRNA libraries previously constructed for peach and other plant species (S10 Table). A considerably increased number of clean reads were produced from the peach fruit sRNA library compared with those obtained from many libraries of the other plant species despite the fact that peach has a genome of 220 to 230 Mb [44], which is shorter than that of *Oryza sativa* (420 Mb) [45] and grapevine (475 Mb) [46]. This observation confirms that woody plants (olive [47], grapevine [33], citrus [34], peach [22,23,25,48], and *Paulownia tomentosa* [49]) potentially have more clean reads than herbaceous plants (peanut [21], *Medicago truncatula* [50], and *Brassica juncea* [51]) (S10 Table).

Many plant miRNAs are evolutionarily conserved between species within the plant kingdom [52]. A typical conserved miRNA family contains several mature miRNAs with identical or near-identical sequences in different plant species. These provide a powerful base for predicting the sequences of orthologous miRNAs in other plant species. This property has enabled the identification of a large number of plant miRNAs with some being widely studied and many postulated to be conserved [7]. In this study, a majority of the known miRNA families in peach have also been identified in other species, such as *A*. *thaliana*, [53], rice [43], *B*. *napus* [54], maize [8], potato [55], *P*. *vulgaris* [20], and *Brachypodium distachyon* [56]. Axtell and Bartel [57] reported that the miR159/319 family exists in 10 plant species, whereas miR156 has been identified in 31 different types of plants, and approximately 30% of miRNA families examined, exist in at least 10 different types of plant species. 

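The 34 known families of S3 Table had a median of 388 reads and the other 523 known miRNAs a median of 1. None of 10000 random lists of 34 known miRNAs reached the median of the conserved list, and the highest of them had a median of 8.5. At least 10 reads were found for 30 of the 34 conserved families, or 88.2% (95% interval 72.5 to 96.7%), and for 62 of the other known miRNAs, or 11.9% (9.21 to 14.9%). The conserved families held 2052107 of the 2254860 reads of known miRNAs. miR398 and miR2111 with 3 reads each and miR823 and miR1447 with 1 each were the conserved families under 10 reads. miR157, with 0 mismatches and gaps to its best homolog, and miR913, with 4, were the most abundant known miRNAs outside the list. The percentile describes this library and is not a test over replicates. The authors drew up the conserved list from this same library, so the list is not independent of these counts.

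**Figure D2:**
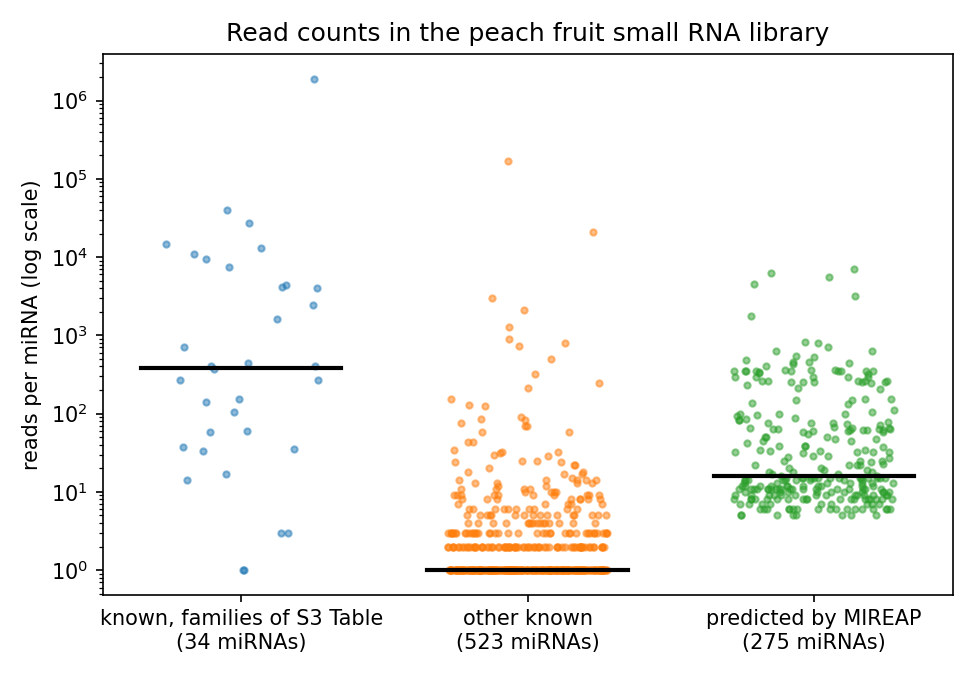
Reads per miRNA (vertical axis, log scale) in the peach fruit small RNA library for the 34 known families of S3 Table, the other 523 known miRNAs and the 275 predicted miRNAs, 1 point per miRNA. Black lines are medians, at 388, 1 and 16 reads; the sideways spread of the points has no meaning.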

In general, among the known miRNAs, evolutionarily conserved miRNAs exhibited a higher number of sequences (sequencing frequency) than unconserved miRNAs, as demonstrated in the current as well as previous studies [6]. miR156, miR157, and miR166 are the three most abundant known miRNAs in the peach fruit library and are also found in abundance in most plant species [23,58] (S2 Table). miRNA conservation indicates that plant miRNAs have a very deep origin in plant phylogeny, at least since the last common ancestor of bryophytes and seed plants [59].

In addition to the prediction of known miRNAs, a total of 275 novel miRNAs were predicted based on their biogenesis and the criterion of the stem-loop structure of potential pre-miRNAs. All the 275 miRNA precursors could be folded by RNAfold software into the hairpin structure and thus met the established criteria of miRNA annotation [35]. The total number of novel miRNAs was less than that of the known miRNAs. 

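Of the predicted miRNAs, 179 had under 50 reads, or 65.1% (95% interval 59.1 to 70.7%), and 213 had under 100, or 77.5% (72.1 to 82.3%). m0178 with 28 reads and m0233 with 8 are among them. At least 10 reads were found for 208 of the predicted miRNAs.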

The absolute sequencing frequencies of the novel miRNAs were also considerably reduced, with most of the miRNAs having only several or dozens of copies, with the exception of m0187 and m0189, which were sequenced 6973 and 5552 times, respectively (S2 and S4 Tables). This observation was in agreement with previously reported results [36–38], which show that a majority of species-specific novel miRNAs present relatively lower sequencing frequencies and that their expression is considerably more spatiotemporal in nature than that of their conserved counterparts. 

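Among the known miRNAs, 263 started with U, or 47.2% (95% interval 43.0 to 51.5%), and 170 with A. Their share by reads was 98.0%, and 73.9% (73.7 to 74.1%) without miR156 and miR157, which both start with U. miR166, miR167, miR168, miR858, miR396 and miR164 start with U as well, whereas miR482 (GGAAUGGGCUGUUUGGGAUG) and miR894 (GUUUCACGUCGGGUUCACCA, 4429 reads) start with G.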

Consistent with previous studies in other plant species [60], a large percentage of miRNAs starting with a U nucleotide at the 5’ end was also observed in the peach fruit sRNA library. This finding may be attributed to the key function of uracil in the recognition of miRNAs by AGRONAUTE1 [60].

To shed light on the putative functions of miRNAs in a plant species/tissue/stage, the initial prediction of target genes is necessary. Currently, bioinformatics analysis based on high complementarity between target genes and miRNAs is considered the most efficient and favored approach for predicting the target genes of miRNAs [61, 62]. In this study, higher numbers of targets for both the known and the novel miRNAs were predicted through a bioinformatics approach, and the targets and miRNAs were aligned based on their best orthologs in *A*. *thaliana* and other plants. A majority of the predicted target genes of conserved miRNAs in peach fruit encode the same family of transcription factors with miRNA target genes in *A*. *thaliana*, and these miRNA target sequences are also highly conserved across a wide range of plant species, as indicated by Floyd and Bowman [59]. Eleven out of 16 targets of miR156 identified in this study are transcription factors of the squamosa promoter-binding protein-like (SPL) family (S5 Table), which is also named the SBP family in some reports [55,60]. Similar results have been reported for potato [55], *Aquilegia coerulea* [60], and peach fruit [22], indicating that most targets of miR156 are transcription factors of the SPL family. Transcription factors of the SPL family have been reported to play an important role in regulating the floral meristem identity gene *squamosa1* [63]. In this study, one of the target proteins of miR156, SPL9 (GO: 2000027, ppa021582m) was annotated to function in the regulation of organ morphogenesis and to be involved in organ development, the regulation of organ morphogenesis, reproduction, system development, the hormone-mediated signaling pathway, and shoot system development (S6 Table). SPL3 (ppa012607m), SPL4 (ppa011968m), SPL6 (ppa003644m), SPL9 (ppa007056m), and SPL10 (ppa024285m) were annotated to have the same unique function of nucleic acid binding (S6 Table). However, the remaining five targets of miR156 predicted in this study encode different transcription factors than those found in potato and *A*. *coerulea* [55,60] (S5 Table). The total number of targets of miR156 predicted in this study varied from that found in other plant species. These observations indicate that known miRNAs of peach fruit contain targets with complementary binding sites that are highly conserved in other plants and have also evolved new targets to expand their regulatory functions in peach fruit. This expansion of functions may be due to the need to support features of physiology and reproduction in peach fruit.

Consistent with earlier findings on novel miRNAs in *A*. *thaliana* and other plant species [53,59], a majority of the predicted target genes for novel miRNAs identified in this work encode various plant-specific transcription factors, such as NPR1 (nonexpressor of PR genes), NAM, SBP, and serine incorporator (Serinc superfamily). Additionally, various predicted target genes are associated with stress responses, ethylene responses, signal pathways, secondary metabolite biosynthesis, transport, and catabolism (S8 Table). Four out of five target genes of m0126, m0157, and m0260 encode proteins of the ARF family, ethylene-responsive transcription factor, and proteasome subunit beta type-4, respectively. We also discovered important target genes involved in carotenoid and carbohydrate metabolism for some peach fruit-specific miRNAs, including ppa021157m (carotenoid isomerase) and ppa007937m (aldose 1-epimerase), which were predicted to be targeted by the novel miRNAs m0245 and m0041, respectively. This finding is important for peach breeding and calls for additional and much more intensive research on these miRNA target genes to obtain a greater understanding of the mechanisms involved in the development of flavor in peach fruit. Additionally, the novel m0233 (CTGACAGAAGAGAGTGAGCAC, S4 and S8 Tables) has the same 11 target genes encoding transcription factors of the SPL family as the known miR156 (TTGACAGAAGAAAGAGAGCAC, S2 and S5 Tables). Thus, we proposed that one target might simultaneously be regulated by both novel and conserved miRNAs in peach fruit. Similarly, one target gene targeted by several conserved miRNAs was also found in this study (S5 Table). 

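In the degradome list m0233 was paired with the same 5 SPL genes as miR156. The authors' p-value was 0.0320 at ppa005013m (SPL2), ppa006611m and ppa017695m (SPL6), 0.935 at ppa012607m (SPL3) and 0.982 at ppa024285m (SPL10), each with an alignment score of 2. The degradome reads at these sites are those listed for miR156.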

Interestingly, three target genes (ppa012437m, ppa013211m, and ppa017834m) were all found to be targeted by 13 novel miRNAs that had precisely the same miRNA sequence (AAAGACTAAAATACCCTTGA) but at different locations and scaffolds (S4 and S8 Tables).

To date, no miRNA target in peach fruit has been identified by 5’RACE or degradome sequencing. The results of the degradome sequencing performed in this study illustrate that degradome sequencing is an efficient method for validating the targets of miRNAs and the cleavage sites. The degradome sequencing results confirmed that 115 and 101 target genes were cleaved by 60 known miRNA families and 27 novel miRNAs identified in this study, respectively (S9 Table). This result provides a reliable basis for the following further studies. In contrast, the cleavage fragments or sites for the other 3844 of the total 3959 predicted target genes of known miRNAs and 1513 of the 1614 predicted target genes of novel miRNAs were not detectable through degradome sequencing, suggesting that these target genes are likely regulated by miRNAs through translational repression rather than cleavage [64]. This finding is consistent with previous deductions that the translational regulation of target genes by miRNAs may be more important than cleavage [16]. Alternatively, it is possible that these target genes are not regulated by miRNAs in these growth stages or that these miRNAs may function in other specific developmental stages or environments that have not yet been analyzed. Therefore, a number of further studies are needed to obtain a more in-depth understanding of these miRNAs and their targets.

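Of the conserved families, 22 were listed with a cleaved gene, on average 3.45 ± 2.63 pairs each (SD over families, median 3). miR396, miR164, miR156 and miR858 were among those with the most. The other 92 known miRNAs with a cleaved gene had on average 2.33 ± 3.40 pairs (median 1), and miR414 and miR4993 had the most among them. The difference of 1.13 did not pass a two-sided permutation test over families (p = 0.126, 100000 permutations), and families are not independent replicates. It takes in only families with a listed pair. Over all families, 64.7% of the 34 conserved families (95% interval 46.5 to 80.3%) and 17.6% of the other 523 known miRNAs (14.4 to 21.1%) had a pair, and 50.0% (32.4 to 67.6%) and 1.91% (0.921 to 3.49%) had one with p under 0.05. With alignment scores of at most 3, the mean was lower for the conserved families, by -0.316 (p = 0.723 in the same permutation test). A p under 0.05 from CleaveLand was given to 39 of the 76 pairs of conserved families, or 51.3% (95% interval 39.6 to 63.0%), and to 13 of the 214 pairs of the other known miRNAs, or 6.07% (3.27 to 10.2%). The same reads can be listed for several miRNAs, as for miR165 and miR166. Pairs are therefore not independent, and these intervals do not measure spread over families.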

Consistent with findings in other plants [25,65], we found that the known miRNA-directed cleavage of targets was biased toward conserved miRNA families in peach fruit. Twenty-one conserved miRNA families of the verified 60 known miRNA families were found to cleave 54 target genes, which means that one conserved miRNA family cleaves an average of 2.57 target genes. However, the remaining 39 non-conserved miRNA families of the 60 known miRNA families were found to cleave the remaining 61 target genes, which means that each non-conserved miRNA family only cleaves an average of 1.56 target genes (S3 and S9 Tables). This finding leads to the hypothesis that one conserved miRNA may not only have a conserved regulation mechanism in terms of common features of morphological and physiological processes throughout the plant kingdom but also act induce signal transduction in the regulation of multi-target networks in one tissue or stage of a plant [65].

The miR166 family is widely considered to have highly conserved targets that encode proteins of the HD-ZIP family in a wide range of plant species, such as olive [47], citrus [62], and cotton [32]. This protein family regulates critical aspects of plant development, including lateral organ polarity, apical and lateral meristem formation, and vascular development [66]. Remarkably, we found that miR166 in peach fruit has an identical miRNA sequence, the same target gene number, the same miRNA-binding sites, and identical cleavage sites as those of miR166 in *Arabidopsis* [67]. Additionally, the four target genes of miR166 in peach also have a high level of sequence homology with those in *Arabidopsis* [67]. 

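On the peach transcripts, the miR166 site is CUGGGAUGAAGCCUGGUCCGG in ppa001378m (REV), at 554 to 574, and in ppa001386m (HB8), at 563 to 583. It is UUGGGAUGAAGCCUGGUCCGG in ppa001343m (HB14), at 578 to 598, and CUGGAAUGAAGCCUGGUCCGG in ppa001405m (HB15), at 604 to 624. The alignment score was 2.5 for HB15 and 3 for the other genes. REV lies on scaffold 6 at 7111056 to 7117525, HB8 on scaffold 1 at 36826758 to 36831876, HB14 on scaffold 4 at 4481032 to 4487670 and HB15 on scaffold 3 at 3503422 to 3509619.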

Consistent with earlier studies in plants [68], this finding reveals that the coevolution of miRNAs and their targets plays an important role in the conservation of gene regulation mechanisms and results in similar morphological or physiological features. In contrast, this finding verifies that the miRNA systems of plants have many features in common with the miRNA systems of animals [69].

The spatiotemporal expression of miRNAs in different tissues or developmental stages of the tissue may provide clues regarding their roles in phenotype and physiological functions. A qRT-PCR expression analysis of conserved miRNAs in three tissues at diverse developmental stages revealed that most of the conserved miRNAs appeared to be most strongly expressed in the peach fruit or phloem at the particular developmental stages studied (Fig 4). With the exception of miR169 and miR530, the expression levels of the other conserved miRNAs were found to be very low or even almost undetectable in the leaves compared with the levels in the fruit and phloem tissues. This finding suggests that conserved miRNAs exhibit a tissue-specific pattern. Additionally, the majority of the conserved miRNAs studied in this work present incoherent expression patterns at different stages in the peach fruit or phloem, implying that these miRNAs also present development-stage-specific expression patterns. In part, these expression results verify a previous finding that the stability of miRNAs, which depends on the stage of development or cell type involved, importantly determines the miRNA levels in the cell [70]. The specific expression patterns detected in this study for some miRNAs in peach fruit note the functional specificity of these miRNAs during development periods. This finding raises interesting questions that should be emphasized in future studies given the importance attached to peach fruit. Family expansion induces genes to generate novel miRNAs with species-specific features [71]. In this study, 19 novel miRNAs showed differential expression levels in peach fruit at five different developmental stages (from young to mature fruits) (Fig 5). Among these, m0028 and m0178 exhibited gradual decreases and increases during the fruit developmental process, respectively. According to the degradome sequencing results obtained in this study, m0028 was verified to cleave a transcription factor of the GRAS family, which is reported to function in the activation of meiosis-related gene transcription and was found to be involved in the regulation of microsporogenesis in the lily anther [72]. 

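ppa001561m, described as a GRAS family transcription factor, lies on scaffold 5 at 8699313 to 8702612. At nucleotide 1838 it had 9 degradome reads for m0028 (counting interval 4.12 to 17.1), the highest position of the transcript, with the authors' p = 0.00849 and a score of 1. The site is GAUAUUGGCGCGGCUCAAUCA. miR171 and m0231 were listed on the same transcript at nucleotide 1835 with 2 reads (the authors' p = 0.511). On ppa001781m the order was reversed: miR171 and m0231 had 3 reads at nucleotide 1286 (the authors' p = 0.0131), and m0028 had 2 reads at nucleotide 1289 (the authors' p = 0.511).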

The combination of these functions of the GRAS family of transcription factors with the negative regulation of target genes by miRNAs suggests that m0028 may be associated with fruit proliferation and regulate cell meiosis to increase fruit size during fruit development. This conclusion is consistent with the findings in grape, *Prunus mum*, and tomato, which propose that *GRAS* family genes are associated with the cell cycle, cell growth and differentiation and the control of fruit development at different stages [73–75]. The majority of novel miRNAs do not exhibit specific trends with respect to their expression levels at the five studied developmental stages. This finding may be due to the fact that multiple factors can regulate miRNA expression in plants [76]. Some of these include transcription, processing, biogenesis, and RISC incorporation, which can collectively determine the miRNA levels in a tissue and at a stage [12]. Furthermore, the environmental conditions at different sampling dates, such as heat, ozone, and drought, also affect miRNA expression [77].

The findings of this study provide a basis for the future analysis of miRNA functions in peach fruit. Further studies should be designed and executed to provide a more comprehensive understanding of these miRNAs and the functions of their targets.

## Supporting Information

S1 Table Primer sequences of selected miRNAs used for qRT-PCR analysis.

S2 Table Summary of known miRNAs identified by high-throughput sequencing in a library of the small RNAs of peach fruit. The summary includes the length, count, and score of each miRNA, the best homolog of each peach miRNA in other plant species, and the number of matches and mismatches between the best homolog in other plant species and the peach miRNA.
(XLSX)

S3 Table Summary of homologs of conserved miRNA families identified in a library of the small RNAs of peach fruit. Double plus symbols (++) indicate that the miRNA sequences of peach fruit are exactly identical to those in other species. Single plus symbols (+) indicate that the miRNA sequences of peach fruit are conserved in other species but exhibit variations in some nucleotide positions.
(DOCX)

S4 Table Summary of novel miRNAs and alignment of miRNAs to their pre-miRNAs predicted from a library of the small RNAs of peach fruit. The summary includes the chromosome location, the start and end positions on the chromosome of each miRNA sequence, the minimum free energy, the miRNA orientation, the pre-miRNA sequence, the structure, the miRNA sequence, and the alignment of each miRNA to its pre-miRNA.
(XLSX)

S5 Table Targets of known miRNAs, targeted proteins, and alignment of each miRNA (top sequence) to the target site (bottom sequence) in a library of the small RNAs of peach fruit.

S6 Table GO annotation analysis of target genes of known miRNAs in a library of the small RNAs of peach fruit.

S7 Table KEGG pathway analysis of target genes of known miRNAs in a library of the small RNAs of peach fruit.

S8 Table Targets of novel miRNAs and alignment of each miRNA (top sequence) to the target site (bottom sequence) in a library of the small RNAs of peach fruit.

S9 Table Identified miRNAs, targets, and cleavage sites in peach fruit obtained by degradome sequencing.

S10 Table Number-based comparison of small RNA reads and miRNAs in different plants obtained by sequencing.

## Abbreviations

ARF family: auxin response factor family
DABF: days after full bloom
GDR: Genome Database for Rosaceae
GO: gene ontology
HD-ZIP protein: homeodomain-leucine zipper protein
KEGG: Kyoto Encyclopedia of Genes and Genomes
MFE: minimum free energy
miRNA: microRNA
NAM family: no apical meristem Family
NCS1 family: nucleobase cation symporter-1 family; nt: nucleotide
qRT-PCR: quantitative reverse transcription-polymerase chain reaction
SOAP: Short Oligonucleotide Alignment Program
sRNA: small RNA
TT2 family: transparent testa 2 family
U: uridine

# Supplementary material for: Identification of Known and Novel microRNAs and Their Targets in Peach (Prunus persica) Fruit by High-Throughput Sequencing
**Source:** PLoS One. 2016 Jul 28;11(7):e0159253. doi: 10.1371/journal.pone.0159253
**Supplement:** S1 Table

**S1 Table. Primer sequences of selected miRNAs used for qRT–PCR analysis**

| miRNA | Primer sequence (5'-3') | miRNA | Primer sequence (5'-3') |
| --- | --- | --- | --- |
| miR156 | TTGACAGAAGAAAGAGAGCAC | miR390 | AAGCTCAGGAGGGATAGCGCC |
| miR479 | TGTGATATTGGTTCGGTTCAT | miR393 | TCCAAAGGGATCGCATTGATC |
| miR397 | TCATTGAGTGCAGCGTTGATG | miR394 | TTGGCATTCTGTCCACCTCC |
| miR159 | TTTGGATTGAAGGGAGCTCTA | miR395 | CTGAAGTGTTTGGGGGAACTC |
| miR160 | GCGTACGAGGAGCCAAGCATA | miR396 | TTCCACAGCTTTCTTGAACTG |
| miR472 | TCTTTCCCAATCCACCCATGCC | miR398 | TGTGTTCTCAGGTCGCCCCTG |
| miR162 | TCGATAAACCTCTGCATCCAG | miR399 | CTGCCAAAGGAGATCTGCTCAG |
| miR164 | TGGAGAAGCAGGGCACGTGCA | miR403 | TTAGATTCACGCACAAACTCG |
| miR165 | TCGGACCAGGCTTCATCCCCC | miR408 | ACAGGGAACAGGTAGAGCATG |
| miR166 | TCGGACCAGGCTTCATTCCCC | miR477 | ACTCTCCCTCAAAGGCTTCTAG |
| miR167 | TGAAGCTGCCAGCATGATCTA | miR482 | GGAATGGGCTGTTTGGGATG |
| miR168 | TCGCTTGGTGCAGGTCGGGAA | miR535 | TGACGACGAGAGAGAGCACGC |
| miR169 | TGAGCCAAGAATGACTTGCTG | miR858 | TTCGTTGTCTGTTCGACCTGA |
| miR171 | CGAGCCGAATCAATATCACTC | miR894 | GTTTCACGTCGGGTTCACCA |
| miR172 | AGAATCTTGATGATGCTGCAT | 5S rRNA-F | CTCGGCAACGGATATCTCGGCTCT |
| miR530 | TGCATTTGCACCTGCACTTGT | 5S rRNA-R | CTAATGGCTTGGGGCGCAACTTG |
| m0023 | CAGCCAAGGATGACTTGCCGG | m0150 | TATCCAAGTAGAGAACTTAAA |
| m0026 | TTGCCTATTCCTCCCATGCCAA | m0177 | GGGCGTCTCTCCATTGGCAG |
| m0028 | TGATTGAGCCGTGCCAATATC | m0178 | CAGTGGAAGTAGCAAGGGGAA |
| m0040 | TCCATCGGAGTTACTATTCATC | m0223 | AAGCTGCCAACATGTTCGTCT |
| m0064 | TATGGCAGGAAAGAATGTGA | m0229 | TCCAGGATTCTCGGGTCATAG |
| m0074 | TTCTTTCCTCTTTCGTTTCCA | m0231 | TTGAGCCGCGCCAATATCACT |
| m0091 | TGCCTGGCTCCCTGTATGCCA | m0233 | CTGACAGAAGAGAGTGAGCAC |
| m0100 | TTCCCAAGCCCGCCCATTCCAA | m0240 | AGAGGCGGAGAGAGAGAGAGACA |
| m0107 | TAGCCAAGGATGACTTGCCT | m0246 | AGAGACAGAGAGAGACAGAGACA |
| m0148 | GAGCCAAGGATGAATTGCCGG |  |  |

# Supplementary material for: Identification of Known and Novel microRNAs and Their Targets in Peach (Prunus persica) Fruit by High-Throughput Sequencing
**Source:** PLoS One. 2016 Jul 28;11(7):e0159253. doi: 10.1371/journal.pone.0159253
**Supplement:** S3 Table — Double plus symbols (++) indicate that the miRNA sequences of peach fruit are exactly identical to those in other species. Single plus symbols (+) indicate that the miRNA sequences of peach fruit are conserved in other species but exhibit variations in some nucleotide positions.

**S3 Table. Summary of homologs of conserved miRNAs identified in a library of the small RNAs of peach** **fruit**. Douple two plus symbols (++) indicate that the miRNA sequences of peach fruit are exactly identical to those in other species. Single plus symbols (+) indicate that the miRNA sequences of peach fruit are conserved in other species but exhibit variations in some nucleotide positions.

| miRNA family | Length (nt) | Sequence (5’-3’) | Best candidate homolog | Mismatch number | Other homologs | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  |  | ath | ptc | vvi | osa | bna | Other plants |
| miR156 | 21 | UUGACAGAAGAAAGAGAGCAC | smo-miR156c | 0 | + | + | + | + |  | ahy + |
| miR159 | 21 | UUUGGAUUGAAGGGAGCUCUA | ath-miR159a | 0 | ++ | ++ | + | + | ++ | ahy ++ |
| miR160 | 21 | UGCCUGGCUCCCUGUAUGCCA | ath-miR160a | 0 | ++ | ++ | + | ++ |  | ahy ++, smo++, zma + |
| miR162 | 21 | UCGAUAAACCUCUGCAUCCAG | ath-miR162a | 0 | ++ | ++ |  | ++ |  | ahy ++, zma + |
| miR164 | 21 | UGGAGAAGCAGGGCACGUGCA | ath-miR164a | 0 | ++ | ++ | ++ | ++ |  |  |
| miR165 | 21 | UCGGACCAGGCUUCAUCCCCC | ath-miR165a | 0 | ++ |  |  |  |  | Phaseolusvulgris + |
| miR166 | 21 | UCGGACCAGGCUUCAUUCCCC | ath-miR166a | 0 | ++ | ++ | + | ++ | ++ | zmo ++ |
| miR167 | 21 | UGAAGCUGCCAGCAUGAUCUA | ath-miR167a | 0 | ++ | ++ | + | ++ |  |  |
| miR168 | 21 | UCGCUUGGUGCAGGUCGGGAA | ath-miR168a | 0 | ++ | ++ |  | + |  | ahy ++ |
| miR169 | 21 | UGAGCCAAGAAUGACUUGCUG | ath-miR169a | 1 | + | + | + | + | + |  |
| miR171 | 21 | UUGAGCCGCGCCAAUAUCACU | vvi-miR171f | 0 |  | + | ++ | + | + |  |
| miR172 | 21 | AGAAUCUUGAUGAUGCUGCAU | ath-miR172a | 0 | ++ | ++ | + | ++ |  |  |
| miR390 | 21 | AAGCUCAGGAGGGAUAGCGCC | ath-miR390a | 0 | ++ | ++ |  |  | ++ |  |
| miR393 | 21 | UCCAAAGGGAUCGCAUUGAUC | osa-miR393 | 0 | + |  |  | ++ | + |  |
| miR394 | 20 | UUGGCAUUCUGUCCACCUCC | ath-miR394a | 0 | ++ | ++ | + |  | ++ |  |
| miR395 | 21 | CUGAAGUGUUUGGGGGAACUC | ath-miR395a | 0 | ++ | + | ++ | + |  |  |
| miR396 | 21 | UUCCACAGCUUUCUUGAACUG | ath-miR396a | 0 | ++ | ++ | + | ++ | + |  |
| miR397 | 21 | UCAUUGAGUGCAGCGUUGAUG | ath-miR397a | 0 | ++ | ++ | ++ | ++ | + |  |
| miR398 | 21 | UGUGUUCUCAGGUCGCCCCUG | osa-miR398b | 0 | + | ++ | ++ | ++ | + |  |
| miR399 | 22 | CUGCCAAAGGAGAUCUGCUCAG | osa-miR399e | 2 | + | + | + | + | + |  |
| miR403 | 21 | UUAGAUUCACGCACAAACUCG | ath-miR403 | 0 | ++ | ++ | ++ |  |  |  |
| miR408 | 21 | ACAGGGAACAGGUAGAGCAUG | mtr-miR408 | 2 |  |  |  |  |  |  |
| miR472 | 22 | UCUUUCCCAAUCCACCCAUGCC | ptc-miR472b | 1 |  | + |  |  |  |  |
| miR477 | 22 | ACUCUCCCUCAAAGGCUUCUAG | vvi-miR477 | 2 |  |  | + |  |  |  |
| miR479 | 21 | UGUGAUAUUGGUUCGGUUCAU | csi-miR479 | 1 |  | + | + |  |  |  |
| miR482 | 20 | GGAAUGGGCTGUUUGGGAUG | mdm-miR482* | 2 |  |  |  |  |  |  |
| miR530 | 21 | UGCAUUUGCACCUGCACUUGU | gma-miR530 | 0 |  | + |  | + |  |  |
| miR535 | 21 | UGACGACGAGAGAGAGCACGC | ppt-miR535a | 1 |  |  | + |  |  |  |
| miR823 | 21 | UGGGAUGGUGUAUAAUAAGAU | ath-miR823 | 0 | ++ |  |  |  |  |  |
| miR827 | 21 | UUAGAUGACCAUCAACAAACA | ghr-miR827a | 0 |  |  |  | + |  |  |
| miR858 | 21 | UUCGUUGUCUGUUCGACCUGA | ath-miR858b | 2 |  |  |  |  |  |  |
| miR894 | 20 | GUUUCACGUCGGGUUCACCA | ppt-miR894 | 0 |  |  |  |  | + |  |
| miR1447 | 21 | UCAGAAUUGCAGUGCCUUGAU | ptc-miR1447 | 0 |  | ++ |  |  |  |  |
| miR2111 | 20 | UAAUCUGCAUCCUGAGGUUU | ath-miR2111a | 0 |  |  |  |  |  |  |

Notes: ath, *Arabidopsis thaliana*; ptc, *Populus trichocarpa*; vvi, *Vitis vinifera*; osa, *Oryza sativa*; bna, *Brassica napus*; zma, *Zea mays*; ahy, *Arachis hypogaea*; pvu, *Phaseolus vulgaris*.

# Supplementary material for: Identification of Known and Novel microRNAs and Their Targets in Peach (Prunus persica) Fruit by High-Throughput Sequencing
**Source:** PLoS One. 2016 Jul 28;11(7):e0159253. doi: 10.1371/journal.pone.0159253
**Supplement:** S10 Table

**S10 Table. Number-based comparison of small RNA reads and miRNAs in different plants** **obtained by sequencing.**

|  |  | |  | | | | |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Plant species | Tissues sequenced | Clean reads  (total sRNA reads) | | Unique sRNAs | Redundant reads (total sRNA) matching its genome | Unique sRNAs matching the genome | Numbers of known miRNA | | Numbers of novel miRNA | Reference |
| *Brassica juncea* | Floral bud | 3,339, 269 | | - | 3, 192, 676 (95.61%) | - | 197 | | 78 | [51] |
| Peanut | Leaf, stem and root | 4,598,005 | | - | - | - | 75 | | 14 | [21] |
| Rice | Seedling | - | | - | 102,876 | - | 243 | | 23 | [43] |
| *Medicago truncatula* | Leaf | 3,948,871 | | 3,948,870 | 2,168,719 (54.92%) | 1,563,358 (39.59%) | - | | - | [50] |
| *C. trifoliata* | Flower and fruit | <13,106,573 | | 4,876,395 | - | - | 63 | | 10 | [34] |
| Grapevine | Flower and fruit | 16,231,320 | |  | 8,140,607 (50.15%) | 2,063,580 (38.05%) | - | | - | [33] |
| *Paulownia tomentosa* | Diploid leaf | 20,879,841 | | 9,399,611 | 17,147,888 (82.13%) | 7,256,739 (77.20%) | 35 | | 13 | [49] |
|  | Tetraploid leaf | 19,751,250 | | 8,525,686 | 16,347,595 (82.77%) | 6,522,175 (76.50%) | 37 | | 14 |  |
| Olive | Unripe fruit | 15,260,014 | | 7,933,475 | - | - | 136 | | 38 | **[47]** |
|  | Ripe fruit | 13,817,321 | | 7,423,620 | - | - | 136 | | 38 |  |
|  | Leaf, November, on year | 15,153,468 | | 6,003,166 | - | - | 136 | | 38 |  |
|  | Leaf, November, off year | 15,710,421 | | 6,001,443 | - | - | 136 | | 38 |  |
|  | Leaf, July, on year | 16,950,209 | | 5,479,750 | - | - | 136 | | 38 |  |
|  | Leaf, July, off year | 15,931,860 | | 5,535,758 | - | - | 136 | | 38 |  |
| Peach | Control leaf | 15,470,689 | | 4,210,911 | 10,264,244 (66.35%) | 2,063,684 (49.01%) | 531 | | 197 | [23] |
|  | Drought-stressed leaf | 12,428,654 | | 3,172,346 | 8,673,228 (69.78%) | 1,599,019 (50.40%) | 471 | | 221 |  |
|  | Control root | 12,539,747 | | 2,696,057 | 9,324,699 (74.36%) | 1,400,836 (51.96%) | 535 | | 238 |  |
|  | Drought- stressed root | 13,036,443 | | 4,125,069 | 8,157,867 (62.58%) | 1,747,201 (42.36%) | 487 | | 265 |  |
| Peach | Leaf | 10,151,770 | | - | - | - | 157 | | 230 | [22] |
|  | Winter bud | 10,899,501 | | - | - | - | 157 | | 230 |  |
| Peach | Root | 22,662,491 | | 4,365,343 | 19,376,109 (85.50%) | 2,955,635 (67.71%) | 47 | | 27 | [48] |
|  | Leaf | 18,295,552 | | 3,660,986 | 15,132,617 (82.71%) | 2,429,757 (66.37%) | 47 | | 27 |  |
|  | Flower | 5,128,828 | | 1,791,036 | 3,789,678 (73.89%) | 122,870 (6.90%) | 47 | | 31 |  |
|  | Fruit | 4,892,343 | | 834,891 | 3,472,776 (71.0%) | 453,500 (54.32%) | 47 | | 44 |  |
| Peach | Leaf,  stem and flower | 14,693,759 | | 4,259,405 | - | - | 117 | | 186 | [25] |
| Peach | Fruit | 16, 675, 173 | | 3,328,500 | 12,521,493 (75.09%) | 2,440,952 (73.33%) | 557 | | 193 | This work |

Note: ‘-’ indicates that data were not found.

How the deposited data were processed for this re-analysis (not part of the article)

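Small RNA and degradome libraries of 'Troubadour' peach fruit were used, 1 of each, made from fruit RNA pooled over the sampling dates. The small RNA sample was mapped from its label, and the degradome sample was the remaining sample of the series. No replicate exists for either, so no test between conditions was made and no p-value is given for a difference in read counts.

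The deposited small RNA table holds raw counts, which the authors made by removing low-quality reads, adaptor contaminants, reads under 18 nt and reads of other RNA classes, aligning the rest to plant miRNAs of miRBase, and running MIREAP on unannotated reads mapped to the peach genome with SOAP. In the deposited degradome table the raw reads are counts at the cleavage site, and the authors' normalized reads are a signal that never exceeds the raw reads and behaves as if a read were shared among the transcripts it matches. The p-value of each pair and the alignment score are the authors', from CleaveLand and targetfinder. The thresholds used, the genome release and the total of degradome reads are not given in the sources used here. In 11 cells of the deposited table a spreadsheet had turned the aligned stretch into a date, and the month and day were read back as start and end.

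Names and sequences were joined between both tables. The position of cleavage was computed as the end of the aligned stretch minus the cleavage site plus 1. It counts transcript nucleotides and does not allow for gaps in the alignment. Conserved families are the 34 of S3 Table. Protein descriptions and transcript places come from S5 and S8 Tables, hairpin places from S4 Table; these copies are incomplete, and no overlap or enrichment test was run on them. The table of RefSeq genes holds none of the transcript identifiers used by the files, so it was not used here.

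The named miRNAs and genes are those the paper names beside a claim, the 10 known and 10 predicted miRNAs with the highest counts, the cleaved targets of listed conserved families, the 5 miRNAs with the most targets and the 5 genes with the most distinct miRNA sequences. Of the targets of the listed families, those with the most reads or named by the paper are given singly. This rule, the tests at the paper's claims and most alternatives were set before the data were examined. The adjustment of the p-values and all tests of explanations were chosen later. The relation of read count to number of targets was computed over all 886 listed arms, including those with no target, a choice that was not part of the written design.

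Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9 was used. Intervals are at the 95% level. Permutation tests used 100000 resamples and are two-sided. The list of conserved families was compared with 10000 random lists. A miRNA was called of low complexity when 2 nucleotides make up over 85% of it. The tests were tried on simulated data. Of 200 simulated sets without a difference in targets per family, 1.5% were called, and of 200 sets with 2 times more targets in 1 class, 100%. Smaller differences, such as the one found here, were not simulated. The simulated counts were of Poisson form. The real ones spread more, with SDs of 2.63 and 3.40 around means of 3.45 and 2.33, so the 100% need not hold for them. For the relation of read count to targets, 5.5% of the sets without and 100% of the sets with a relation were called, at a single planted strength that was not matched to the values found. Alternatives covered minimum counts, similarity to homologs, denominators, alignment scores, categories, p-values, repeated sequences and low-complexity miRNAs. Left out were qRT-PCR, GO and KEGG results and predicted targets without a degradome read, for which no deposited measurement was used here.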

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

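The search for the pairs below and the tests of explanations in this part were chosen only after the results were seen. The merging of sites within 3 nt and the comparison with at most 2 mismatches were set in advance, but their use as tests of an explanation was not. The deposited degradome list holds 11 pairs, with 6 miRNAs, that have p under 0.05 and more than 3 degradome reads on genes that S9 Table does not list, so they lie outside the targets the paper discusses. None passes adjustment over the listed pairs, and whether these are all the pairs tested is not known.

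Most belong to miR396, whose sites here lie at position 11 by the count that does not allow for gaps in the alignment. miR396 had 113 reads on ppa021277m, 112 on ppa022199m, 47 on ppa011917m, 32 on ppa019623m, 19 on ppa003017m and 6 on ppa019752m. Each is the highest position of its transcript, and the sources used here give no description of these genes. miR394 had 75 reads on ppa004699m, described as an F-box family protein (the authors' p = 0.00426). miR319, with 4 reads in the small RNA library, had 22 on ppa004612m (the authors' p = 0.00327). m0258 had 31 reads on ppa023110m (p = 0.0499), and miR1223 had 9 on ppa005514m (the authors' p = 0.0148), and at both sites the position is not above the median of the transcript. miR5371 had 5 reads on ppa004868m.

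In the degradome list as a whole, 18.6% of the pairs have p under 0.05. The share is 21.4% without low-complexity miRNAs (95% interval 17.5 to 25.8%) and 21.7% among pairs whose reads match 1 transcript (17.6 to 26.2%). It is 30.2% for miRNAs with at least 10 reads (24.7 to 36.2%). The tests asked whether most pairs of each subset have p under 0.05. They did not, but 87 such pairs in all against 401, 369 and 258 pairs in the subsets fixed this answer in advance. These values therefore do not decide on low complexity, shared reads or low read counts as explanations. The same reads can be listed under several names, so pairs are not independent. No biological explanation was tested, since the design has 1 library.

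Of the 41 genes listed with more than 1 miRNA, 14.6% (5.57 to 29.2%) keep more than 1 after sites within 3 nt are merged. Related sequences under several names are a candidate explanation for most of this pattern. No biological explanation was tested.

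Among the predicted miRNAs, 4 match a known miRNA of the deposited list with at most 2 mismatches, and in each case this is miR171. m0091 and m0126 are not among them only because the deposited list gives another sequence for miR160 than S2 Table, whose sequence they carry. The count also depends on the cut of 2 mismatches. Outside it lie m0233, listed with the SPL genes of miR156, and the predicted miRNAs listed on ppa006634m beside miR169. Overlap with those families was thus not excluded. Chance similarity was tested with 200 draws of shuffled sequences, of which 0% gave as many matches and the highest gave 1. m0028, m0103 and m0184 share 1 sequence, but each name was counted and shuffled by itself. The 4 matches are therefore not distinct sequences, and the excess over the draws is overstated. m0231 has the sequence of miR171 itself. Membership of m0028, m0103 and m0184 in its family stays open as a hypothesis, found and tested on the same data.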

How the results depend on the processing

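The settings with p under 0.05 for cleavage position, targets per family, miRNAs per gene, the correlation and protein groups, the adjusted p, the homologs and the predicted miRNAs or their reads counted by distinct sequence were chosen after seeing the data. Of 73 alternatives over 20 results, 28 stayed close, 1 lost its test, 2 reversed and 42 moved. Known miRNAs fell from 557 to 141 with at least 5 reads, 92 with at least 10, 26 without mismatch or gap and 49 with at most 2. The share of miR156 was 11.5% of clean reads and 90.1% with miR157. The median of predicted minus known miRNAs reversed from 15 to -1 with at least 5 reads in both. By reads, 21-nt shares were 68.9% (predicted; 73.4% with each sequence 1 time, where U held 52.6%) and 98.9% (known; 85.5% without miR156 and miR157), and U in known miRNAs 98.0% (73.9% without both). Pairs numbered 134 at scores of at most 3, 65 at 2, 83 in categories 0 and 1, 87 with p under 0.05 and 0 with adjusted p under 0.05. In the same order without the last, genes of known miRNAs were 86, 34, 42 and 44 and known miRNAs 38, 18, 25 and 27. In that order too, genes of predicted miRNAs were 29, 18, 15 and 17 (67 without low-complexity miRNAs) and predicted miRNAs 18, 10, 20 and 22. All 83 pairs in categories 0 and 1 also have p under 0.05, so the category and p settings are nearly the same filter. The share at position 10, counted without allowing for gaps, was 100% within 1 nt and 100% for alignments as long as the miRNA, both by construction. Targets per family reversed to -0.316 at scores of at most 3. Genes with several miRNAs were 6 with sites within 3 nt merged and 14 with p under 0.05. For conserved miRNAs only, rho was 0.299 (p = 0.0862) while Pearson's r was 0.383 (p = 0.0253), over 34 miRNAs; the loss of the test holds for rho only. Predicted miRNAs like known ones were 4 with at most 2 mismatches. Against the best homologs given in S2 Table, 3 were identical and 6 had at most 2 mismatches. Those are 1 homolog per known miRNA and not all of miRBase, so further matches there were not looked for. Where no construction shows it, the cause was not tested. Depth limits the known miRNAs with 1 read and the pairs on 1 degradome read. No paired analysis was possible because each library is the only one of its kind.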

Differences from the paper's values

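Unless stated otherwise, the alternatives named here were set before the data were examined. The paper states no threshold on score, category or p for its degradome counts. For genes cleaved by known miRNAs the paper's value is 115 and the deposited list gives 273. With scores of at most 3 the value is 86, within the ratio of 1.5, while it is 34 at scores of at most 2, 42 in categories 0 and 1, 44 with p under 0.05 and 265 without low-complexity miRNAs, all outside it. S9 Table holds 115 pairs of known miRNAs on 110 distinct genes and 101 pairs of predicted miRNAs on 74 distinct genes. Of its pairs in the deposited list, 29.4% have p under 0.05 and 39.8% rest on 1 degradome read. A further 25 pairs with p under 0.05 lie outside it, so its selection does not follow a cut on p.

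For known miRNAs with a cleaved gene the paper's value is 60 and the list gives 114. No alternative closes this gap: the values are 38, 18, 25 and 27 for scores of at most 3, scores of at most 2, categories 0 and 1 and p under 0.05, 110 without low-complexity miRNAs and 114 by distinct sequence. For predicted miRNAs with a cleaved gene the paper's value is 27 and the list gives 57. The values 18 at scores of at most 3, 20 in categories 0 and 1 and 22 with p under 0.05 fall within the ratio. The category and p settings keep nearly the same pairs, so their values are not separate evidence. The values 10 at scores of at most 2, 54 without low-complexity miRNAs and 45 by distinct sequence fall outside it.

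For other known families with a cleaved gene the paper's value is 39 and the list gives 92, and for the genes cleaved by them the paper's value is 61 and the list gives 208. No alternative was set in advance for these numbers. With p under 0.05, a setting chosen after seeing the data, they are 10 families and 11 genes. For miR160 the paper's value in S2 Table is 795 reads of UGCCUGGCUCCCUGUAUGCCA, and the deposited list gives 2419 reads of GCGUACGAGGAGCCAAGCAUA, which is the S1 Table primer for miR160 and lies on the 3' side of the m0126 hairpin of S4 Table. The 5 pairs of S9 Table that the deposited list lacks are all of miR160, and the other 211 are present.

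The paper assigns the miR166 sites to HB8, HB14, HB15 and REV in that order, and by the descriptions of S5 Table the site at 565 is on REV, 574 on HB8, 589 on HB14 and 615 on HB15. The paper attaches its share of first nucleotide G to the 19-nt predicted miRNAs. Here the only one of that length starts with G, and 82.7% is the share of reads starting with A among the 20-nt ones as listed. The paper states that predicted miRNAs were less frequent than known miRNAs. The total and the highest count are lower here. The median is higher, 16 against 1, but predicted miRNAs start at 5 reads, and with at least 5 reads in both it is lower, 16 against 17. The paper names 8 predicted miRNAs that cleave ppa006634m, and m0129 and m0183 are listed there as well. For m0246 the paper gives 38 target genes and the list gives 42. For the share of 21-nt predicted miRNAs the paper gives 57.34%, against 44.7% of miRNAs and 68.9% of reads here. The paper names miR156 and miR169 as identical in 3 other species, whereas S3 Table marks them as having variations.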

Other observations

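All tests in this part were chosen only after the results were seen, apart from the relation of read count to targets, the comparison of predicted with known sequences and the protein groups. Of 18 protein groups, 12 hold at least 1 listed gene and 11 hold one with p under 0.05. Laccases have the highest counts of these groups: 4 genes were listed with miR397, of which ppa003319m (LAC17) had 55 reads but a p of 0.198 from the authors. Outside the groups, ppa005353m, described as ATP sulfurylase APS1, had 254 reads for miR395 (the authors' p = 0.00327). ppa000744m, described as TZP, a zinc ion binding protein, had 52 reads for miR530 (the authors' p = 0.00393), and ppa020475m, without a description here, had 334 reads for miR1509 (the authors' p = 0.00360). ppa007653m (ANAC100) had 75 reads and ppa008801m (NAC1) 11 for miR164. No gene was found in the groups of growth-regulating factors, WRKY, basic helix-loop-helix, dicer, disease resistance and pentatricopeptide proteins, but most listed genes have no description. The groups also rest on keywords, and some descriptions are unspecific, such as that of the miR162 target ppa000070m as a helicase. An empty group therefore does not show that such targets are absent.

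The number of listed targets rises slightly with the read count of a miRNA. Over 886 miRNA arms, Pearson's r was 0.136 (permutation p = 0.001) and Spearman's rho 0.0905 (p = 0.00691), and over the 4 settings computed the adjusted values are 0.002 and 0.0138. Without the 2 miRNAs farthest from the median, r was 0.110 and rho 0.0817. For the 34 conserved miRNAs alone, r was 0.383 (p = 0.0253) and rho 0.299 (p = 0.0862), so the rank test is not passed there. With targets of p under 0.05 only, a setting chosen after seeing the data, r was 0.371 and rho 0.266 (p = 1e-05, the smallest the permutations can give). miRNAs are not independent replicates, and the relation is weak. It is consistent with the hypothesis that abundant miRNAs leave more detectable cleavage, as far as this test goes.

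A second form of the same hypothesis is that pairs of abundant miRNAs more often have p under 0.05. For miRNAs with at least 10 reads the share was 30.2% (78 of 258 pairs), against 4.27% (1.97 to 7.94%; 9 of 211 pairs) for miRNAs with fewer. The same degradome reads can be listed under several names, so pairs are not independent and the interval does not measure spread over miRNAs. The conserved families, which are also the more abundant ones, had the higher share among known miRNAs, so abundance and conservation are not separated here.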
